# Maternal hyperhomocysteinemia compromises female offspring fertility through overactivation of primordial follicles

**DOI:** 10.1016/j.isci.2026.116393

**Published:** 2026-06-19

**Authors:** Jinmei Gao, Lu Wang, Jie Ma, Jialing Li, Yajie Wang, Jinfang Wang, Rong Hu

**Keywords:** molecular biology, female reproductive endocrinology, developmental biology

## Abstract

Hyperhomocysteinemia (HHcy), characterized by plasma homocysteine concentrations exceeding 15 μmol/L, has been associated with various issues that impact personal health and offspring well-being. This study examines the effect of maternal HHcy induced by a high-methionine diet on the fertility of female offspring mice. The results showed that maternal HHcy caused the overactivation of primordial follicles in female offspring mice by promoting the phosphorylation of key factors, including RPS6, mTOR, FOXO3a, and AKT. Moreover, the number of mitochondria in mature oocytes decreases, and mitochondrial function decreases, further leading to increased reactive oxygen species (ROS) levels, a higher degree of DNA damage, and spindle abnormalities, ultimately impairing the quality of oocytes. These findings demonstrate that maternal HHcy decreases offspring fertility by inducing primordial follicle overactivation and impairing oocyte quality, providing new insights into the pathological mechanisms through which HHcy affects the reproductive potential of offspring.

## Highlights

• Maternal HHcy adversely affects reproductive health in female offspring
• Maternal HHcy overactivates prepubertal primordial follicles, depleting ovarian reserve early
• Maternal HHcy impairs oocyte quality in offspring

## Introduction

The declining trend in female fertility has become a significant global concern in recent decades. Understanding and addressing the factors behind declining female fertility is critical for supporting women’s reproductive health and ensuring positive outcomes for future generations. Both genetic and environmental factors play important roles in determining offspring growth, development, and metabolic health, according to the developmental origins of health and disease (DOHaD) theory.^1^ Maternal metabolic disorders during pregnancy, such as gestational diabetes, obesity, and hypertension, can significantly impact offspring health, leading to developmental issues and long-term health consequences, the effects of which may persist across multiple generations.^2^^,^^3^^,^^4^^,^^5^^,^^6^^,^^7^^,^^8^ These conditions can also affect reproductive health, potentially causing early or delayed puberty, hormonal imbalances, reduced fertility, and an increased risk of reproductive disorders in both males and females.^9^^,^^10^^,^^11^^,^^12^ Homocysteine (Hcy) is an intermediate in the metabolism of methionine, an essential amino acid. It is either recycled into methionine with the help of vitamin B12 and folic acid or converted to cysteine with the assistance of vitamin B6. The most common causes of elevated Hcy levels include dietary deficiencies, such as inadequate folic acid or vitamin B12 intake, excessive methionine consumption, and genetic mutations in the MTHFR and CBS genes.^13^^,^^14^ Hyperhomocysteinemia (HHcy) is a metabolic disorder characterized by blood Hcy concentrations exceeding 15 μmol/L and is associated with significant health risks.^15^

Recent research has shown that elevated Hcy levels can impair female fertility through abnormal zona pellucida and microvilli formation, increased ovarian atretic follicle formation, and impaired oocyte maturation.^16^ It can also alter the uterine environment, hindering embryo implantation and pregnancy maintenance.^17^ Other evidence suggests that exposure to HHcy early in pregnancy disrupts trophoblast differentiation and has adverse effects on pregnancy outcomes.^18^ Furthermore, HHcy induces oxidative stress, damaging reproductive tissues, which may contribute to fertility issues and conditions such as PCOS.^19^^,^^20^ In addition, maternal HHcy during gestation can negatively impact offspring health, leading to abnormal fetal development, neural tube defects, low birth weight, and other complications.^21^^,^^22^^,^^23^^,^^24^^,^^25^^,^^26^^,^^27^^,^^28^^,^^29^ The effects of maternal HHcy during gestation on follicular development and fertility in female mouse offspring remain poorly understood and are the focus of this study.

The embryonic period and early life are critical for establishing ovarian function in females and are highly susceptible to interference from adverse factors. Taking C57 female mice as an example, by day 17.5 of embryonic development, the syncytium begins to break down as periovarian granulosa cells invade and surround the oocytes, forming primordial follicles. This process completes the establishment of the primordial follicle pool approximately three days after birth. During this time, one-third of the oocytes develop into primordial follicles, while the remaining two-thirds undergo programmed apoptosis.^30^^,^^31^ Before puberty, the hypothalamic pituitary ovarian (HPO) axis is not fully mature, and although many primordial follicles are activated, they do not progress to ovulatory-capable follicles.^32^ Consequently, a substantial loss of primordial follicles occurs, which plays a crucial role in the formation of the ovarian reserve available for reproduction in adulthood. The activation of primordial follicles before puberty is vital for female sexual development and the establishment of the HPO axis.^33^ Disruptions in the formation or activation of primordial follicles can lead to abnormalities in female sexual development, premature ovarian failure, and other complications, significantly affecting female reproductive health.

This study comprehensively assessed the growth, development, and reproductive capacity of female offspring exposed to maternal HHcy and revealed a significant reduction in their reproductive capacity. To elucidate the mechanisms underlying this reduction, the formation and depletion of primordial follicles in offspring mice were tracked. The results revealed that many primordial follicles were activated in the ovaries of the female offspring before puberty, resulting in a diminished ovarian reserve. Additionally, an assessment of oocyte quality in female offspring revealed that maternal HHcy exposure reduced mitochondrial numbers and impaired function, leading to decreased oocyte quality. Therefore, maternal HHcy exposure during gestation impairs the reproductive health of female offspring mice by inducing primordial follicle overactivation and damaging oocyte quality.

## Results

### Maternal HHcy causes decreased survival and ovarian dysfunction in offspring

To investigate the impact of maternal HHcy on the reproductive function of female offspring, first, a female mouse model of HHcy was constructed, as shown in Figure 1A. F0 female mice were fed a high-methionine diet starting at 3 weeks of age for 6 weeks. Serum Hcy levels were measured and exceeded the standard threshold of 15 μmol/L, confirming successful modeling (Figure S1A). This method was subsequently used for subsequent experiments. To maintain serum Hcy levels during gestation and lactation, the high-methionine diet was continued throughout gestation and lactation until the offspring were weaned and then replaced with a normal diet. The number of offspring born on the day of birth and the number of offspring still alive on day 7 were recorded. The survival rate of the offspring was subsequently calculated, after which all the male offspring were eliminated. The results revealed that the survival rate of mice in the F1-HHcy group was significantly reduced (Figure S1B). To assess the growth and development of female offspring mice, weekly monitoring and statistical analysis of the body weight gain in F1 females revealed that the body weight of F1-HHcy females was significantly lower than that of the F1-control group (Figure S1C). Serum Hcy levels were measured at 8 weeks of age, ruling out any potential health effects of abnormal Hcy levels in F1 mice. The serum Hcy levels in female mice from both groups were within the normal range (Figure S1D). To assess the health status of the female offspring mice, tissue sections from the heart, liver, spleen, lungs, and kidneys of the two groups of mice were stained, and ELISA kits were used to test indicators related to liver and kidney function. No significant abnormalities were detected in the results of the histomorphological examinations or liver and kidney function tests (Figures S1E and S1F). The above results suggest that although mice in the F1-HHcy group had reduced survival rates and slow weight gain, their vital organ and organ functions were not significantly impaired.

**Figure 1:**
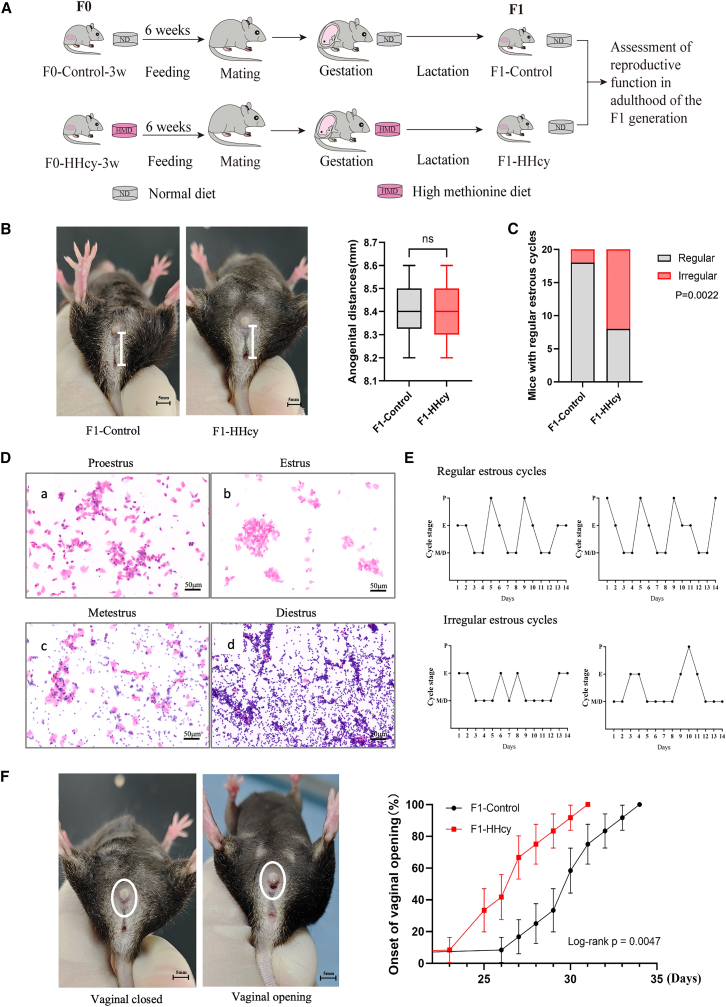
Periconceptional maternal exposure to HHcy causes premature gonadal development and impaired function in F1 female mice (A) Modeling process in F1 female mice. (B) Anogenital distances of female mice in the F1-HHcy and F1-control groups (*n* = 12). The data are presented as boxplots, and statistical analysis was performed using the Mann-Whitney *U* test. Scale bars, 5 mm, ns *p* > 0.05. (C) Percentages of female mice with regular estrous cycles in each group (*n* = 20); the data are presented as percentages (%), and statistical analysis was performed using Fisher’s exact test. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001. (D) Typical morphology of vaginal cells during each estrous cycle, scale bars, 50 μm. (E) Representative graph of 14 consecutive days of estrus cycle monitoring. (F) Onset of vaginal opening in each group (*n* = 12). The data are presented as Kaplan-Meier curves, and statistical analysis was performed using the log rank test. Scale bars, 5 mm, ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001.

This study focuses on the development of the reproductive system in female offspring, and the anogenital distance can be used as a phenotypic trait to understand the influence of genetic factors on the development of the reproductive system. Accordingly, the anogenital distance was measured at 3 weeks of age, and there was no significant difference between the two groups (Figure 1B). The time at which vaginal opening occurs in female mice is an important indicator of sexual maturity. These findings help us to understand the status of hormone secretion in mice and the influence of genetic factors on sexual maturity. The timing of vaginal opening in the offspring was continuously monitored, and the results revealed that compared with F1-control females, F1-HHcy females exhibited earlier vaginal opening (Figure 1F). At 10 weeks of age, the estrous cycle was monitored for 14 consecutive days to assess ovarian function in adult F1 females. The results indicated a higher prevalence of estrous cycle disorders in F1-HHcy females (Figures 1C–1E). Serum sex hormone levels were also measured after estrous cycle monitoring. While testosterone (T) levels did not significantly change, follicle-stimulating hormone (FSH) and luteinizing hormone (LH) levels significantly increased, whereas anti-Müllerian hormone (AMH) and estradiol (E2) levels significantly decreased (Figure 2A).

**Figure 2:**
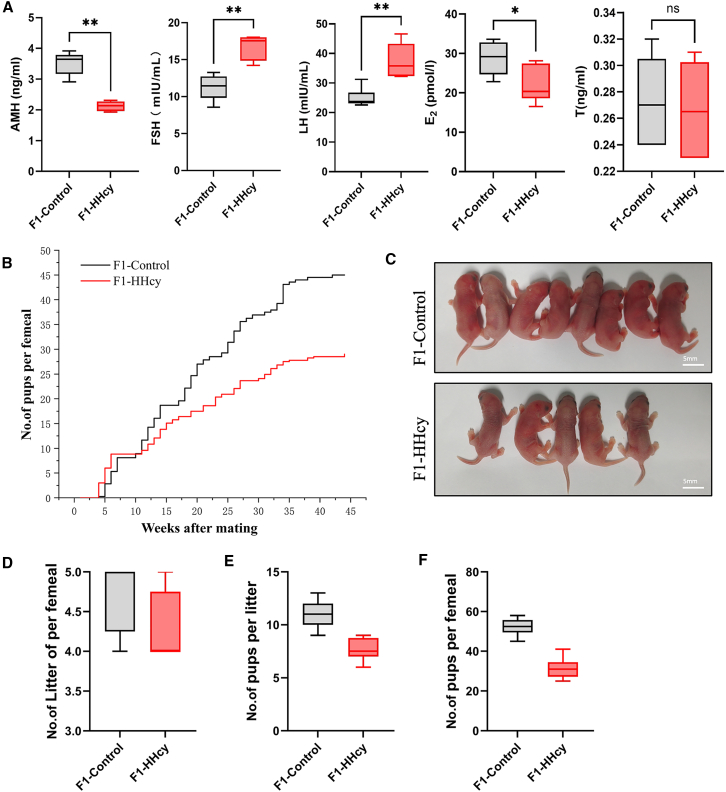
Maternal perinatal exposure to HHcy results in decreased fertility in F1 female mice (A) Serum levels of sex hormones in female F1 mice at 12 weeks (*n* = 6). (B) Litter size of F1 female mice for 10 consecutive months. (C) Representative images per litter of F1 female mice (*n* = 12), scale bars, 5 mm. (D) The average number of litters per F1 female mouse (*n* = 12). (E) The average number of pups per litter per F1 female mouse (*n* = 12). (F) The total number of litters per F1 female mouse (*n* = 12). The data are presented as boxplots, and statistical analysis was performed using the Mann-Whitney *U* test. ns *p* > 0.05, ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001.

### Maternal HHcy leads to decreased fertility in female offspring

Ovarian function is a key determinant of female fertility, with follicles serving as the fundamental units that sustain it. During puberty, the ovaries begin normal functioning, and the number of follicles present at this stage directly influences fertility and can serve as an indicator of the onset of ovarian failure. Mili-Vasa Homologue (MVH) is specifically expressed in primordial germ cells (PGCs) and oocytes, thereby allowing the tracking of oocyte development, number, and location. In this study, ovarian tissue sections from Pd21 offspring mice were used for MVH histochemistry and immunofluorescence staining to evaluate the ovarian reserve of adolescent mice. Taken together, the results revealed that the number of MVH-positive cells in the F1-HHcy group was lower than that in the F1-control group (Figures S2A and S2B). Moreover, ovulation promotion experiments on 8-week-old F1 females revealed that the F1-HHcy group produced significantly fewer oocytes than the F1-control group did (Figure S2C).

Breeding experiments are among the most authoritative methods for assessing female fertility. Analysis of the litter size of F1 female mice over 10 consecutive months revealed that compared with F1-control females, F1-HHcy females had significantly smaller litters and stopped giving birth earlier (Figure 2B). Representative graphs were also generated to illustrate the litter size and production for females in both the F1-control and F1-HHcy groups (Figure 2C). Statistical analysis of the total number of litters, average number of pups per litter, and number of litters per female revealed that all these parameters were significantly lower in the F1-HHcy females than in the F1-control group (Figures 2D–2F).

### Maternal HHcy did not affect the establishment of primordial follicles in offspring

The formation of primordial follicles, which is crucial for the development of a normal ovarian reserve, occurs primarily in female mice during the embryonic and early postnatal periods. On embryonic day 17.5, germ cells exist primarily in the form of germ cysts. These disaggregate within approximately 3 days after birth, resulting in the formation of primordial follicles. The process of cyst depolymerization determines the number of germ cells that ultimately contribute to the ovarian reserve. In this study, MVH immunofluorescence staining was performed on ovarian tissue from embryos at Pd17.5, Pd1, and Pd3 to quantify the number of germ cells and evaluate the process of cyst depolymerization. The total number of oocytes in the ovarian sections was counted in 5 consecutive sections, with germ cells containing more than 2 connected oocytes considered cystic germ cells and single unconnected germ cells categorized as follicular germ cells. The ratio of cystic/follicular germ cells to total germ cells was used to calculate the percentage of follicles among the germ cells (Figures 3A–3C). The results showed that the formation of primordial follicles was not significantly affected in F1-HHcy female mice.

**Figure 3:**
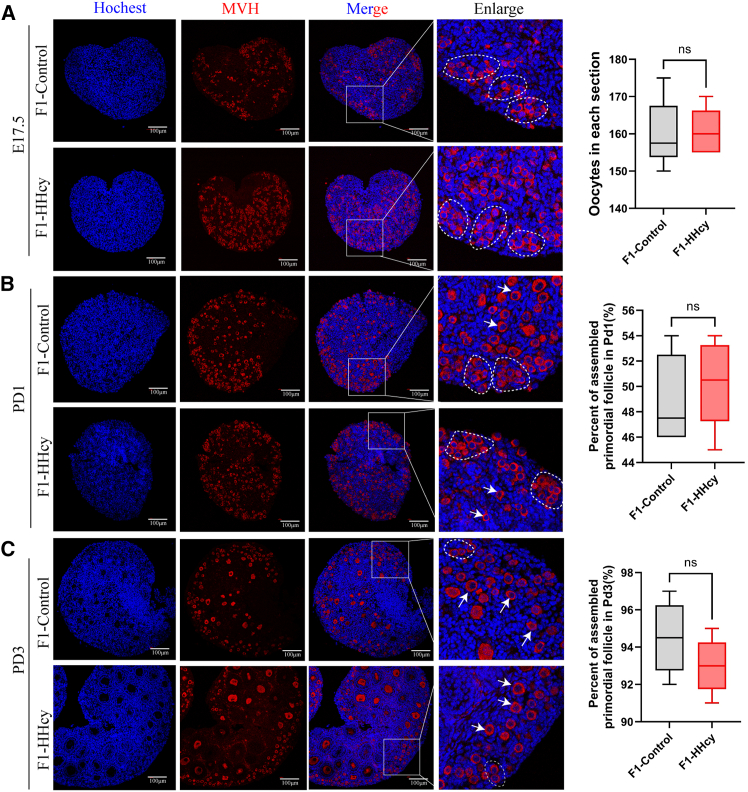
Periconceptional maternal exposure to HHcy did not affect the formation of primordial follicles in F1 female mice (A) Immunofluorescence staining of the ovarian tissue at E17.5 in F1 females and the number of oocytes per section (*n* = 6), scale bars, 100 μm. (B) Immunofluorescence staining of ovarian tissue at Pd1 and percentage of oocytes within cysts or follicles in F1 females (*n* = 6), scale bars, 100 μm. (C) Immunofluorescence staining of ovarian tissue at Pd3 and percentage of oocytes within cysts or follicles in F1 females (*n* = 6), scale bars, 100 μm. The data are presented as boxplots, and statistical analysis was performed using the Mann-Whitney *U* test. ns *p* > 0.05, ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001.

### Maternal HHcy leads to a substantial loss of prepubertal primordial follicles in offspring

The rate of depletion of primordial follicles determines a woman’s reproductive lifespan. Therefore, in this study, the entire process of primordial follicle depletion in the ovaries was tracked. Successive hematoxylin staining of ovarian tissue sections from offspring at Pd7, Pd14, Pd21, 2 M, 4 M, 8 M, and 12 M was performed to determine the changes in the number of follicles at all time points to observe the process of germ cell depletion. Both the number of primordial follicles and the total number of follicles were significantly lower in the ovaries of the F1-HHcy group than in those of the F1-control group in adulthood (Figure 4A). In the present study, line graphs were used to observe the depletion of total, primordial, and growing follicles (including primary, secondary, and antral follicles) in the ovaries of F1 females. The results revealed that the total number of follicles was depleted earlier in the F1-HHcy group than in the F1-control group (Figure 4B). Observations of changes in the number of primordial follicles revealed a drastic reduction in primordial follicles in the F1-HHcy group compared with the F1-control group before puberty (Pd7-Pd21) (Figure 4C). Changes in the number of growing follicles also reflected significantly more growing follicles in the F1-HHcy group than in the F1-control group before puberty (Figure 4D).

**Figure 4:**
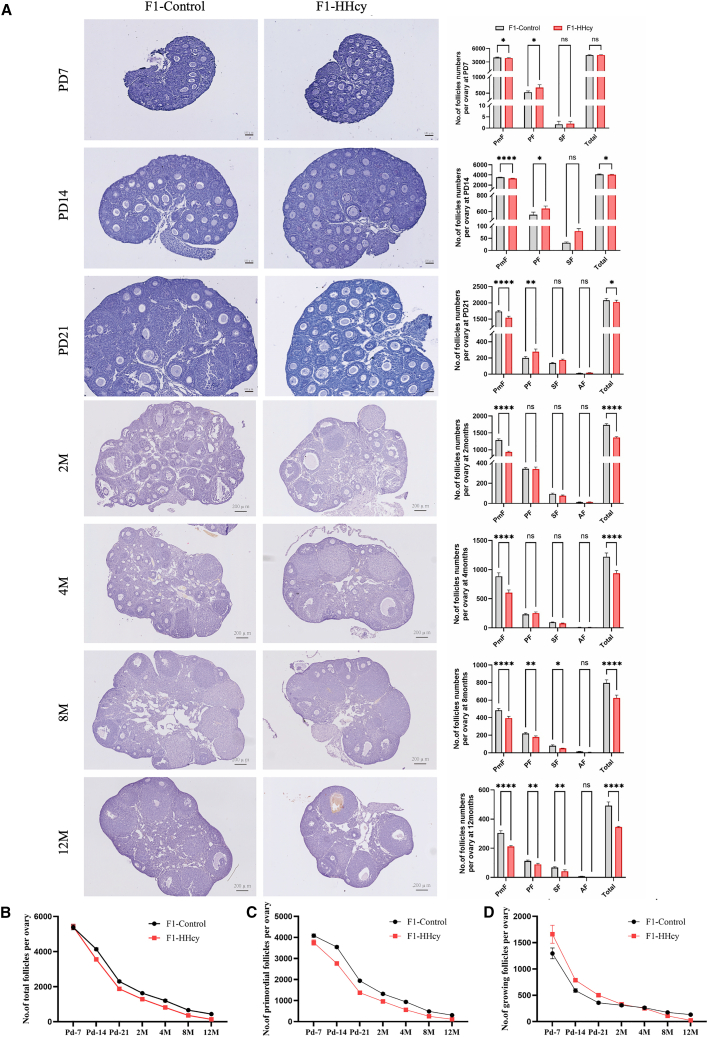
Periconceptional maternal exposure to HHcy accelerates primordial follicular depletion in prepubertal F1 female mice (A) Hematoxylin staining of ovarian tissue at different time points and statistical analysis of follicle counts at all time points (*n* = 6). The data are presented as boxplots, and statistical analysis was performed using the Mann-Whitney *U* test. Scale bars, 100 μm or 200 μm, ns *p* > 0.05, ∗*p* < 0.05, ∗∗*p* < 0.01,∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001. (B) Line graph of the change in total follicle count. (C) Line graph of the change in primordial follicle count. (D) Line graph of the change in the number of growing follicles.

### RNA-seq reveals changes in the ovarian tissue of prepubertal offspring

The period before puberty is critical for ovarian development and is susceptible to various factors that ultimately affect ovarian function. Previous investigations have suggested that the main reason for the decline in fertility in the F1-HHcy group was the overactivation and subsequent loss of primordial follicles in ovarian tissue before puberty. 

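The libraries came from ovaries of F1 females born to dams on a high-methionine diet with 3% methionine (F1-HHcy) or a control diet with 0.67% methionine (F1-Control). The dams ate the diet from 3 weeks of age, for 6 weeks before mating according to the paper's methods and for 4 weeks according to the labels. Each of the 6 groups, formed by the diet of the dam and the age of the pups (Pd3, Pd7 or Pd21), had 3 libraries, which makes 18 in all. The labels place Pd3 and Pd7 in batch 1 and Pd21 in batch 2, so every comparison of diets lay within 1 batch, while a comparison of Pd21 with another day cannot separate age from batch. Whether a library held RNA of 1 pup or of several is not given in the paper's text or the labels. The diet was given to the dams, and the paper's text does not give the dam or litter of a library. All tests treated the libraries as independent, which libraries from 1 litter would not be.

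The authors deposited 1 normalized value per gene symbol and library, without positions and without naming the unit. The values were read as FPKM (fragments per kilobase of gene, scaled to the fragments counted on genes), because 1 gene length per gene turned the values of all libraries into whole numbers of fragments for 99.989% of the 27294 genes above 0 in at least 3 libraries. Between 33630641 and 39399281 fragments per library were counted on genes. The group medians were 35210640 (F1-Control) and 35852944 (F1-HHcy) at Pd3, 35692853 and 34112650 at Pd7, and 38927749 and 38549156 at Pd21.

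For each day, genes with at least 1 FPKM in at least 3 of the 6 libraries were compared between the diets on log2(FPKM + 1) with limma, whose variance followed the mean level. Means are of FPKM with the SD over n = 3 libraries, log2 fold changes are F1-HHcy against F1-Control with the standard error (SE) of the fit, and adjusted p-values are from limma with Benjamini-Hochberg adjustment over the genes tested that day. A gene counted as higher or lower by the criterion in the titles of Figures S3B, S4B and S5B, an unadjusted p under 0.05 with a log2 fold change above 0.58 in size. With 3 libraries against 3, a 2-sided exact permutation test of a single gene cannot give a p below 0.1. Adding 1 to the FPKM shrinks the fold changes of genes near 1 FPKM.

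In simulated data with the same groups, in which 200 genes per day were altered by a log2 change of 1.5, the test called 198 of them at Pd3, 198 at Pd7 and 199 at Pd21, and 181, 179 and 161 had an adjusted p under 0.05. Smaller changes were not simulated. The altered genes all lay well above 1 FPKM in the controls, and the change was added on log2(FPKM + 1). The shrinkage near 1 FPKM was therefore not tried. The test called 1.12%, 1.28% and 1.91% of the unaltered genes. The spread was drawn separately for each gene, so shifts shared by many genes of a library were absent. In the real libraries, the wrong division with the most calls, which mixes the diets, gave 602 genes at Pd3, 256 at Pd7 and 599 at Pd21.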

To elucidate the underlying mechanisms, the present study used ovarian tissue from F1 females at Pd3, Pd7, and Pd21 for transcriptome sequencing. 

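At Pd3, 664 of 13277 tested genes were higher and 629 were lower in F1-HHcy than in F1-Control ovaries. At Pd7, 1205 of 13299 genes were higher and 978 were lower. At Pd21, 11 of 13350 genes were higher and 675 were lower, so 1.60% of the called genes were higher, against 51.4% at Pd3 and 55.2% at Pd7. An unadjusted p under 0.05 was reached by 2974, 4189 and 914 genes on the respective days, where chance alone would give 664, 665 and 668. With an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment in place of the unadjusted one, the counts were 210 higher and 167 lower at Pd3, 750 and 729 at Pd7, and 0 and 298 at Pd21.

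The F1-HHcy and F1-Control libraries did not overlap for 27.9% of the tested genes at Pd3, 39.0% at Pd7 and 10.5% at Pd21, where chance gives 10%. The alternative that moved the Pd3 count of higher genes by the largest number was a fit of limma-voom to the recovered fragments without a filter, chosen after seeing the data, which gave 1677.

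Single libraries moved several of these counts by more than 1.5 times. Without F1-HHcy replicate 3, the lower genes at Pd3 numbered 1028. Leaving out F1-Control replicate 2 took the higher genes at Pd7 to 716. At Pd21 the lower genes fell to 395 without F1-Control replicate 1 and to 359 without F1-Control replicate 3. The few higher genes at Pd21 numbered from 4 to 105 across the 6 fits that each left out 1 library, with the highest count without F1-Control replicate 2, yet lower genes outnumbered them in all 6 fits.

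Of the genes tested on both Pd3 and Pd7, 258 were higher on both days, where independent calls would share 50.8, and 243 were lower on both, against 36.0. Between Pd7 and Pd21, 103 genes were lower on both days, against 27.1 for independent calls, and no gene was higher on both.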

Strong within-group consistency was demonstrated by transcriptome sequencing for principal-component analysis (PCA) (Figures S3A, S4A, and S5A), with genes significantly upregulated in the ovarian tissue of the F1-HHcy group at Pd3 and Pd7 (Figures S3B and S4B) and significantly downregulated at Pd21 (Figure S5B). 

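Genes of collagens and laminins, which encode structural proteins of the ECM, were tested as a list written from general knowledge. Lists were compared between the diets with camera at a preset correlation of 0.01 between genes, and their p-values were adjusted by the Benjamini-Hochberg method over the 75 tests of lists and days. The value of a list is the mean log2 fold change of its genes.

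At Pd3 the list rose by 0.43 (adjusted p = 2.88e-07 from limma's camera), with 34 of its 44 tested genes higher, and its mean level lay above all 3 F1-Control libraries in 3 of 3 F1-HHcy libraries. Of these genes, 11 had an adjusted p under 0.05 over all genes tested and 19 when adjusted over the list alone. At Pd7 the mean was 0.27 (adjusted p = 0.0283), with 30 genes up and 13 down, 6 genes under 0.05 over all genes tested and 11 adjusted over the list alone. The Pd7 value rested on single libraries. It was 0.074 (adjusted p = 0.284) without F1-Control replicate 2 and 0.22 (adjusted p = 0.101) without F1-HHcy replicate 2. Without a filter on low values it was 0.23 (adjusted p = 0.0592).

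At Pd21 the list was lower, with a mean of -0.33 (adjusted p = 2.87e-04) and 34 of 40 genes down, none of them with an adjusted p under 0.05 over all genes tested or adjusted over the list alone. It was -0.14 without F1-HHcy replicate 2 (adjusted p = 0.129), -0.18 without F1-Control replicate 3 and -0.55 without F1-HHcy replicate 1. Col14a1 fell from 4.11 ± 2.14 to 1.22 ± 0.300 FPKM, a log2 fold change of -1.13 (SE 0.29, adjusted p = 0.131). Col3a1 fell from 345 ± 93.1 to 241 ± 53.7 FPKM, with overlapping groups and a log2 fold change of -0.51 (SE 0.25, adjusted p = 0.881). Under fry, which estimates the correlation between genes, none of these list results had an adjusted p under 0.05. Of all list tests, the calls that held under both methods were for steroidogenesis genes, germ cell markers and theca markers at Pd7, erythroid markers at Pd3, and axonemal dynein genes and multiciliated cell markers at Pd21.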

Gene Ontology (GO) enrichment analysis revealed that these DEGs are associated primarily with cellular components, especially those related to the extracellular matrix (ECM) (Figures S3C, S4C, and S5C). 

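Gene lists stood for several of the pathways of primordial follicle activation. Integrin genes, which encode the ECM receptors, rose by a mean log2 fold change of 0.26 at Pd3 (adjusted p = 0.0195), with 13 of 17 genes up. Of these, 1 had an adjusted p under 0.05 over all genes tested and 6 when adjusted over the list alone. Without a filter on low values the mean was 0.13 (adjusted p = 0.366). At Pd7 the integrin mean was 0.13 (adjusted p = 0.506), with 9 genes up and 9 down, and 1 gene passed over all genes tested as well as adjusted over the list alone. Without F1-Control replicate 2 the Pd7 mean was 0.027. At Pd3, Itga9 rose from 10.1 ± 1.22 to 18.8 ± 2.17 FPKM, a log2 fold change of 0.83 (SE 0.13, adjusted p = 0.0288).

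Core genes of the PI3K-AKT-mTOR pathway, from its receptors' ligands to ribosomal protein S6, had a mean of -0.13 at Pd3 (adjusted p = 0.262). Of the 30 genes, 11 were up and 19 down. The Pd3 mean ran from -0.20 without F1-HHcy replicate 3 to -0.075 without F1-HHcy replicate 1. At Pd7 the mean was 0.057 (adjusted p = 0.656), with 18 up and 12 down, and it was -0.016 without F1-Control replicate 2. Adjusted p-values under 0.05 over all genes tested were reached by 0 genes at Pd3 and 4 at Pd7, and adjusted over the list alone by 2 and 4. At Pd7, Pik3cd rose from 7.58 ± 1.90 to 15.5 ± 3.50 FPKM, a log2 fold change of 0.94 (SE 0.21, adjusted p = 0.0201). On the same day, Pik3r3 fell from 11.8 ± 2.13 to 5.94 ± 0.727 FPKM, a log2 fold change of -0.87 (SE 0.17, adjusted p = 0.0120).

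Adenylate cyclase genes, whose products make cAMP, rose by 0.64 at Pd3 (adjusted p = 0.00178) and by 0.74 at Pd7 (adjusted p = 0.00201), with 6 of 7 genes up on each day and a mean level above all controls in 3 of 3 F1-HHcy libraries at Pd3 and 3 of 3 at Pd7. Over all genes tested, 1 gene at Pd3 and 4 at Pd7 had an adjusted p under 0.05, and adjusted over the list alone 3 and 5 did. At Pd7, Adcy7 rose from 7.44 ± 2.02 to 20.5 ± 1.41 FPKM, a log2 fold change of 1.37 (SE 0.18, adjusted p = 0.00336).

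Steroidogenesis genes rose by 0.40 at Pd3 (adjusted p = 0.0253), with 10 of 14 up. Without F1-HHcy replicate 1 this mean was 0.26 (adjusted p = 0.0633), and without F1-HHcy replicate 3 it was 0.63. At Pd7 they rose by 1.08 (adjusted p = 7.78e-06), with 17 of 19 up, 11 genes under 0.05 over all genes tested and 15 adjusted over the list alone. The mean level at Pd7 lay above all controls in 3 of 3 F1-HHcy libraries. At Pd3 a single gene passed in either way. At Pd7, Hsd3b1 rose from 301 ± 109.7 to 947 ± 57.2 FPKM, a log2 fold change of 1.71 (SE 0.26, adjusted p = 0.00558).

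PPAR and lipid genes had means of 0.20 at Pd3 (adjusted p = 0.137, with 14 genes up and 13 down) and 0.27 at Pd7 (adjusted p = 0.115). At Pd7, 21 of 30 genes were up, 10 genes had an adjusted p under 0.05 over all genes tested and 11 did adjusted over the list alone, against 2 and 5 at Pd3. The Pd3 mean was 0.085 without F1-HHcy replicate 1. With each library left out, the Pd7 mean ran from 0.22 without F1-Control replicate 2 (adjusted p = 0.147) upward, and the test passed without F1-HHcy replicate 1 (0.29, adjusted p = 0.0413) and without F1-Control replicate 3 (0.35, adjusted p = 0.0480).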

Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis revealed significant upregulation of pathways involved in primordial follicle activation, such as phosphatidylinositol 3-kinase (PI3K)-protein kinase B (AKT), mitogen-activated protein kinase (MAPK), ECM-receptor interaction, calcium signaling, cyclic AMP (cAMP), ovarian steroidogenesis, and PPAR at Pd3 and Pd7, in F1-HHcy (Figures 5A and 5B). In contrast, at Pd21, pathways such as tight junctions, cell adhesion molecules, Hippo, PI3K-AKT, and protein digestion and absorption were enriched among significantly downregulated genes (Figure 5C). 

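Claudin and tight junction genes were lower in F1-HHcy at Pd21, with a mean log2 fold change of -0.63 (adjusted p = 2.60e-05 over the 75 list tests) and 19 of 22 genes down. The mean level lay below all controls in 3 of 3 F1-HHcy libraries. Of these genes, 3 had an adjusted p under 0.05 over all genes tested and 6 when adjusted over the list alone. The mean was -0.32 without F1-Control replicate 3 and -0.41 without F1-Control replicate 1, still with an adjusted p under 0.05 from limma's camera with Benjamini-Hochberg adjustment. Under fry the adjusted p was 0.166. Markers of the secretory epithelium of the oviduct fell in the same libraries, by a mean of 1.62. The claudin list stood at 3.63, 3.27 and 3.80 in F1-Control replicates 1 to 3, and the oviduct list at 3.99, 3.34 and 4.43. The replicates thus ranked alike, so a loss in the ovary cannot be told apart from oviduct tissue carried along with the controls. The same limit holds for the claudin genes of the heatmap. Cldn3 fell from 36.2 ± 18.5 to 4.26 ± 2.00 FPKM, a log2 fold change of -2.72 (SE 0.44, adjusted p = 0.0160). Jam2 rose from 37.4 ± 13.3 to 44.1 ± 23.9 FPKM, a log2 fold change of 0.14 (SE 0.43, adjusted p = 1.00), with overlapping groups.

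Core genes of the Hippo pathway had a mean of -0.12 at Pd21 (adjusted p = 0.650; -0.020 without F1-Control replicate 3 and -0.20 without F1-Control replicate 1), with 8 of 22 genes up and 14 down and none with an adjusted p under 0.05, over all genes tested or adjusted over the list alone. Wwc1 fell from 8.25 ± 3.35 to 3.20 ± 0.548 FPKM, a log2 fold change of -1.08 (SE 0.27, adjusted p = 0.117). Yap1 rose from 51.1 ± 2.61 to 54.2 ± 3.86 FPKM, a log2 fold change of 0.082 (SE 0.13, adjusted p = 1.00).

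Among cell adhesion genes, the integrins had a mean of -0.10 at Pd21 (adjusted p = 0.599), with 8 genes up and 9 down, 0 genes under 0.05 over all genes tested and 1 adjusted over the list alone. The mean was -0.0027 without F1-Control replicate 2. Itgb4 fell from 2.29 ± 0.566 to 0.678 ± 0.276 FPKM, a log2 fold change of -0.97 (SE 0.20, adjusted p = 0.0561). Itga3 fell from 10.3 ± 1.28 to 5.71 ± 2.01 FPKM, a log2 fold change of -0.80 (SE 0.24, adjusted p = 0.249). Without F1-HHcy replicate 2, Itga3 had a log2 fold change of -0.54, below the threshold of 0.58 in size.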

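Figure 5D shows 24 genes for each day. The study chose them from these libraries, so their directions are not independent evidence. All 24 changed in the direction of the heatmap on each day. By the study's criterion 21 of them were called at Pd3, 24 at Pd7 and 24 at Pd21. An adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment was reached by 12, 23 and 6. For each pathway of the heatmap, the genes with the smallest and the largest p are given with full statistics.

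At Pd3, for PI3K-Akt signaling, Pdgfra rose from 10.5 ± 1.90 to 40.2 ± 7.35 FPKM, a log2 fold change of 1.83 (SE 0.18, adjusted p = 0.0141). Nr4a1 rose from 6.09 ± 1.23 to 27.6 ± 28.2 FPKM, a log2 fold change of 1.46 (SE 0.71, adjusted p = 0.268), with 59.3 FPKM in F1-HHcy replicate 3, and its value was 0.64 without F1-HHcy replicate 3 and 2.29 without F1-HHcy replicate 2. For MAPK signaling, Myc rose from 5.79 ± 0.310 to 16.0 ± 5.71 FPKM, a log2 fold change of 1.26 (SE 0.23, adjusted p = 0.0392). Dusp1 rose from 11.7 ± 2.43 to 80.6 ± 120.1 FPKM, a log2 fold change of 1.32 (SE 1.05, adjusted p = 0.495), with 219 FPKM in F1-HHcy replicate 3, without which its log2 fold change was -0.085. For ECM-receptor interaction, Lama2 rose from 6.76 ± 1.31 to 20.4 ± 4.65 FPKM, a log2 fold change of 1.45 (SE 0.19, adjusted p = 0.0203). Itgb3 rose from 1.48 ± 0.612 to 6.48 ± 3.68 FPKM, a log2 fold change of 1.5025 (SE 0.36, adjusted p = 0.0656). For cGMP-PKG signaling, Nppc rose from 1.01 ± 0.372 to 4.54 ± 1.18 FPKM, a log2 fold change of 1.46 (SE 0.21, adjusted p = 0.0229). Adcy5 rose from 0.693 ± 0.337 to 2.80 ± 1.62 FPKM, a log2 fold change of 1.10 (SE 0.31, adjusted p = 0.0975). For calcium signaling, Casq2 rose from 0.0997 ± 0.0779 to 2.49 ± 0.836 FPKM, a log2 fold change of 1.64 (SE 0.20, adjusted p = 0.0171). Nos2 rose from 0.934 ± 0.664 to 4.86 ± 2.55 FPKM, a log2 fold change of 1.54 (SE 0.38, adjusted p = 0.0727).

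At Pd7, for PPAR signaling, Acsbg1 rose from 17.6 ± 9.58 to 91.0 ± 20.6 FPKM, a log2 fold change of 2.40 (SE 0.30, adjusted p = 0.00310). Fads2 rose from 36.9 ± 4.36 to 56.9 ± 4.84 FPKM, a log2 fold change of 0.62 (SE 0.15, adjusted p = 0.0265). Fads2 was 0.52 without F1-Control replicate 2, under the threshold in size. For ovarian steroidogenesis, Cyp17a1 had the smallest p, and Cyp1b1 rose from 23.9 ± 4.91 to 46.3 ± 7.24 FPKM, a log2 fold change of 0.94 (SE 0.18, adjusted p = 0.0134). For ECM-receptor interaction, Lamc3 rose from 4.98 ± 2.93 to 20.9 ± 1.47 FPKM, a log2 fold change of 1.98 (SE 0.28, adjusted p = 0.00403). Lamb2 rose from 21.1 ± 7.89 to 35.9 ± 4.28 FPKM, a log2 fold change of 0.80 (SE 0.26, adjusted p = 0.0701), and its value was 0.46 without F1-Control replicate 2. For cAMP signaling, Ptch1 rose from 17.0 ± 1.80 to 35.0 ± 0.665 FPKM, a log2 fold change of 1.01 (SE 0.13, adjusted p = 0.00336). Gabbr1 rose from 8.44 ± 3.95 to 22.9 ± 5.60 FPKM, a log2 fold change of 1.42 (SE 0.32, adjusted p = 0.0234). For calcium signaling, Flt4 rose from 1.504 ± 0.567 to 5.67 ± 0.904 FPKM, a log2 fold change of 1.43 (SE 0.20, adjusted p = 0.00403). Nos2 rose from 4.75 ± 1.21 to 12.7 ± 6.99 FPKM, a log2 fold change of 1.15 (SE 0.31, adjusted p = 0.0424), and 0.77 without F1-HHcy replicate 3.

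At Pd21, for tight junctions, Cldn2 fell from 5.53 ± 2.52 to 0.146 ± 0.0735 FPKM, a log2 fold change of -2.42 (SE 0.31, adjusted p = 0.00656). Ezr fell from 77.7 ± 8.42 to 43.8 ± 9.58 FPKM, a log2 fold change of -0.83 (SE 0.19, adjusted p = 0.0812). For protein digestion and absorption, Slc1a5 fell from 19.8 ± 6.52 to 6.11 ± 1.41 FPKM, a log2 fold change of -1.52 (SE 0.25, adjusted p = 0.0160). Eln fell from 53.0 ± 19.0 to 26.5 ± 9.80 FPKM, a log2 fold change of -0.98 (SE 0.34, adjusted p = 0.391), and -0.66 without F1-HHcy replicate 2, where it no longer passed. For PI3K-Akt signaling, Cdkn1a fell from 9.56 ± 4.20 to 2.97 ± 0.402 FPKM, a log2 fold change of -1.33 (SE 0.30, adjusted p = 0.0766). Il4ra fell from 9.47 ± 2.43 to 5.73 ± 2.48 FPKM, a log2 fold change of -0.68 (SE 0.29, adjusted p = 0.693), and -0.41 without F1-HHcy replicate 2. For Hippo signaling, Ccnd1 fell from 16.8 ± 4.77 to 6.53 ± 1.16 FPKM, a log2 fold change of -1.21 (SE 0.23, adjusted p = 0.0330). Trp53bp2 fell from 15.6 ± 4.04 to 7.63 ± 2.57 FPKM, a log2 fold change of -0.95 (SE 0.26, adjusted p = 0.173). For cell adhesion molecules, Cldn7 fell from 9.25 ± 5.64 to 0.137 ± 0.0779 FPKM, a log2 fold change of -2.97 (SE 0.43, adjusted p = 0.0110). Cldn15 fell from 23.3 ± 2.81 to 14.2 ± 3.46 FPKM, a log2 fold change of -0.70 (SE 0.19, adjusted p = 0.184), and -0.51 without F1-HHcy replicate 2.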

Heatmap visualization of key gene expression changes provides an intuitive comparison of gene expression levels between the F1-control and F1-HHcy groups (Figure 5D). The sequencing results, which are consistent with previous counts of ovarian tissue sections, support the idea that the overactivation and loss of primordial follicles in the F1-HHcy group occur on Pd3 and Pd7 to such an extent that the ovarian reserve is markedly diminished on Pd 21.

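Marker lists of germ cells with primordial oocytes and of growing oocytes stood for the follicle stages. The germ cell and primordial oocyte markers fell by a mean log2 fold change of 0.74 at Pd3 (adjusted p = 0.00122 from limma's camera with Benjamini-Hochberg adjustment over the 75 list tests), with 12 of 12 genes down. None of them had an adjusted p under 0.05 over all genes tested, and 5 did when adjusted over the list alone. Without F1-HHcy replicate 1 the mean was -0.41. The mean level lay below all controls in 2 of 3 F1-HHcy libraries. Replicate 3 stood at 4.94, within the controls at 4.93 to 5.04. Under fry the adjusted p at Pd3 was 0.304. At Pd7 the markers fell by 1.24 (adjusted p = 2.11e-07), with 11 of 12 down, 10 genes under 0.05 over all genes tested and 11 adjusted over the list alone. At Pd21 the mean was 0.089 (adjusted p = 0.203), with 5 genes up and 5 down and none under 0.05 either way, and it ranged from -0.044 without F1-HHcy replicate 1 to 0.26 without F1-HHcy replicate 2.

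The growing oocyte markers rose by 1.74 at Pd3 (adjusted p = 2.51e-13), with 20 of 20 genes up, 6 of them under 0.05 over all genes tested and 16 adjusted over the list alone. At Pd7 their mean was 0.49 (adjusted p = 0.0256), with 14 genes up and 9 down, and 13 and 18 genes passed. The Pd7 value was 0.34 (adjusted p = 0.270) without F1-Control replicate 1 and 0.40 (adjusted p = 0.0813) without F1-HHcy replicate 3. With all 18 libraries in 1 model its adjusted p was 0.410. At Pd21 the mean was 0.27 (adjusted p = 2.59e-05), with 20 of 23 genes up and none with an adjusted p under 0.05 over all genes tested or adjusted over the list alone. This mean moved to 0.46 without F1-Control replicate 1 and to 0.11 without F1-Control replicate 3.

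Of single markers at Pd3, Zar1 rose from 10.1 ± 3.57 to 68.7 ± 24.5 FPKM, a log2 fold change of 2.62 (SE 0.32, adjusted p = 0.0175). Also at Pd3, Zp3 rose from 170.0 ± 43.6 to 377 ± 93.2 FPKM, a log2 fold change of 1.15 (SE 0.24, adjusted p = 0.0486). Of the germ cell and primordial oocyte list at Pd3, Lhx8 fell from 36.7 ± 2.95 to 17.4 ± 7.27 FPKM, a log2 fold change of -1.11 (SE 0.27, adjusted p = 0.0711). At Pd7, Figla fell from 53.5 ± 23.9 to 10.3 ± 1.06 FPKM, a log2 fold change of -2.17 (SE 0.28, adjusted p = 0.00310). At Pd7, Bmp15 rose from 18.5 ± 6.80 to 65.8 ± 10.8 FPKM, a log2 fold change of 1.82 (SE 0.23, adjusted p = 0.00300). At Pd7, Padi6 fell from 736 ± 193 to 303 ± 147 FPKM, a log2 fold change of -1.34 (SE 0.32, adjusted p = 0.0284). At Pd21, Gdf9 rose from 394 ± 90.2 to 472 ± 82.1 FPKM, a log2 fold change of 0.27 (SE 0.23, adjusted p = 1.00). At Pd21, Nobox rose from 47.2 ± 11.3 to 49.4 ± 9.44 FPKM, a log2 fold change of 0.071 (SE 0.21, adjusted p = 1.00).

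From the sequencing results and its earlier counts of follicles in sections, the paper proposes that primordial follicles are overactivated and lost on Pd3 and Pd7, to a degree that leaves the ovarian reserve diminished by Pd21.

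**Figure D1:**
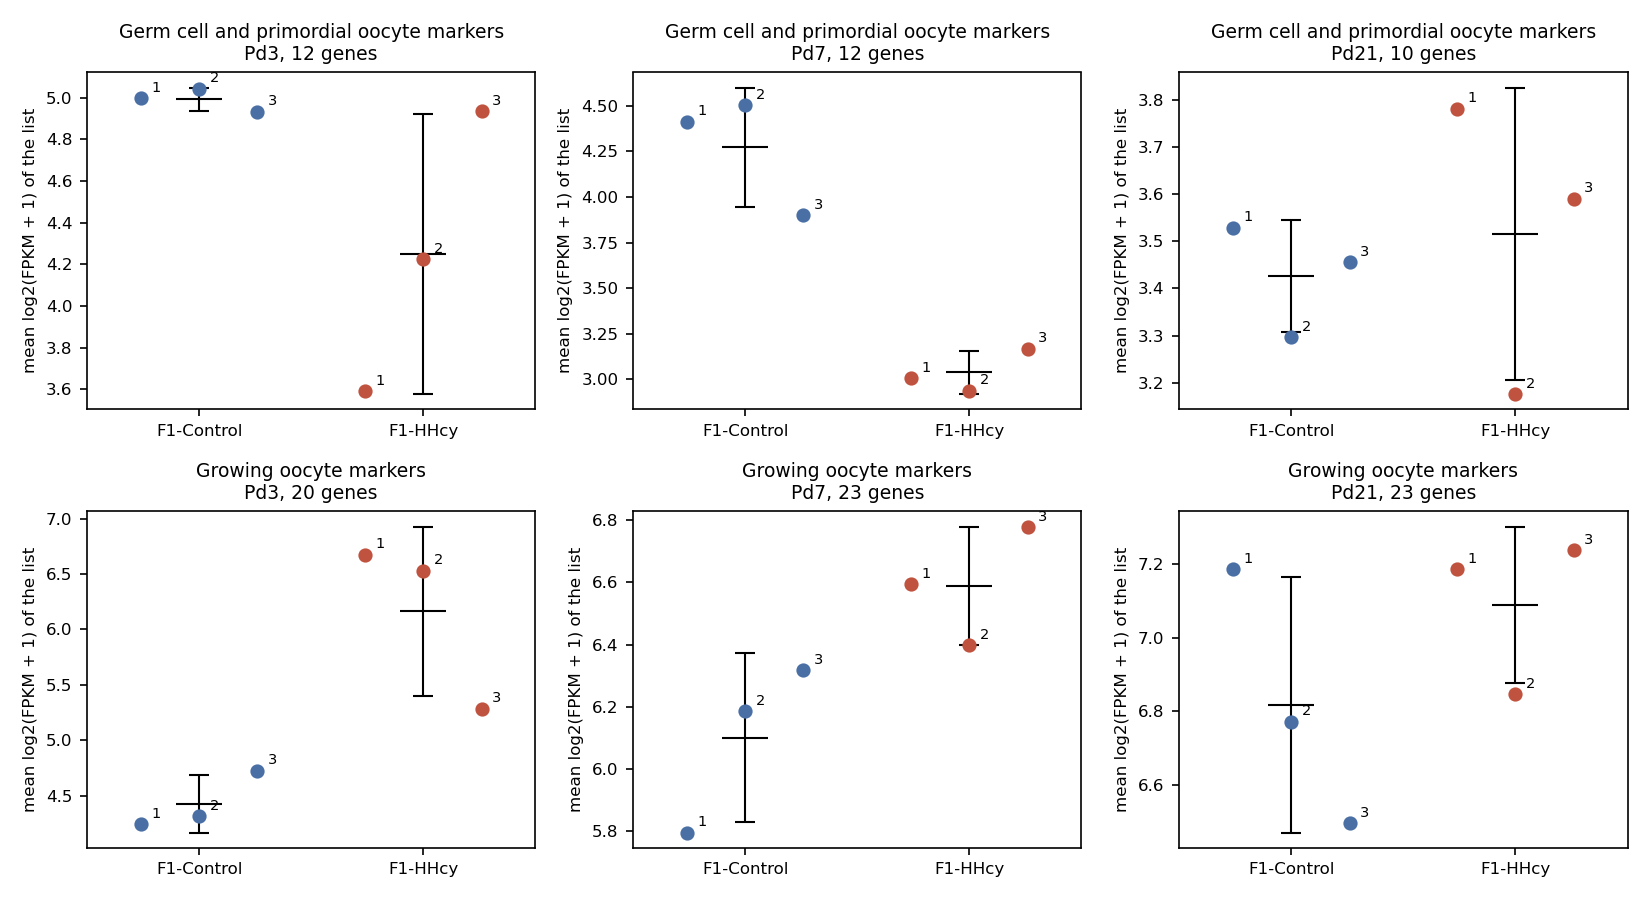
Mean log2(FPKM + 1) of the germ cell and primordial oocyte markers (upper panels) and of the growing oocyte markers (lower panels) in F1-Control and F1-HHcy ovaries at Pd3, Pd7 and Pd21; each point is a library with its replicate number, the bar is the mean and the whisker the SD (n = 3), and the y axes differ between panels and do not start at 0. At Pd3 the growing oocyte markers sit at 6.68, 6.53 and 5.29 in the F1-HHcy libraries, all above the F1-Control libraries, whereas the groups overlap at Pd21.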

**Figure 5:**
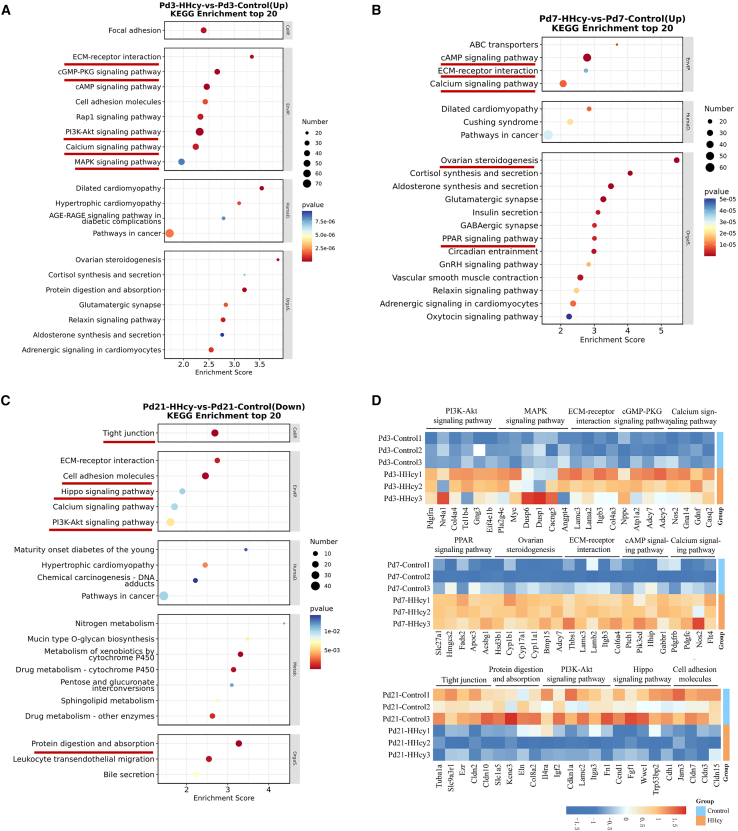
Maternal perinatal exposure to HHcy alters gene transcript levels in prepubertal F1 female ovarian tissue (A) KEGG gene enrichment analysis of F1 female ovarian tissue on Pd3 revealed upregulated signaling pathways. (B) KEGG gene enrichment analysis of F1 female ovarian tissue on Pd7 revealed upregulated signaling pathways. (C) KEGG gene enrichment analysis of F1 female ovarian tissue on Pd21 mice revealed downregulated signaling pathways. (D) The expression levels of the key genes in the significantly different signaling pathways shown in the KEGG enrichment analysis are displayed in heatmaps.

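Reactome pathways, from the mouse file that comes with the R package fgsea, were tested for the genes called higher at Pd3 in place of KEGG pathways. The test was a 1-sided Fisher's exact test against the 4471 tested genes that any pathway holds, 238 of which were called. Of 827 pathways with 10 to 500 tested genes, 32 had a Benjamini-Hochberg adjusted p under 0.05, and 67 had an unadjusted p under 0.05. Extracellular matrix organization held 38 of 176 tested genes, where 9.37 would fall by chance (adjusted p = 1.71e-11). ECM proteoglycans held 15 of 47 (adjusted p = 3.40e-06), and integrin cell surface interactions 15 of 57 (adjusted p = 2.47e-05). PIP3 activates AKT signaling held 5 of 57 (adjusted p = 1). The alternative that moved the number of pathways most was the threshold on the adjusted p of the genes, with 16 pathways. Without F1-HHcy replicate 2 it was 21.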

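Of 833 Reactome pathways tested at Pd7, 33 had an adjusted p under 0.05 for the genes called higher (Fisher's exact test with Benjamini-Hochberg adjustment), and 84 an unadjusted p under 0.05. The background was 4468 genes with 377 called. Metabolism of steroid hormones held 9 of 14 tested genes (adjusted p = 1.13e-04), against 1.18 by chance. G alpha (s) signalling events, which run through cAMP, held 13 of 36 tested genes (adjusted p = 7.15e-04). Collagen formation held 15 of 53 tested genes (adjusted p = 0.00196). For integrin cell surface interactions the share was 10 of 57 tested genes (adjusted p = 0.268), and for PIP3 activates AKT signaling 7 of 58 tested genes (adjusted p = 1). The number of pathways dropped to 12 without F1-HHcy replicate 2, 13 without F1-Control replicate 3 and 18 without F1-Control replicate 1.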

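For the genes called lower at Pd21, 3 of 832 Reactome pathways had an adjusted p under 0.05 (Fisher's exact test with Benjamini-Hochberg adjustment) and 29 an unadjusted p under 0.05, over 4497 genes with 164 called. Degradation of the extracellular matrix held 12 of 73 tested genes and extracellular matrix organization 19 of 172 tested genes, both with an adjusted p of 0.00487. Phase 1 functionalization of compounds, a set of oxidizing enzymes, held 8 of 39 tested genes (adjusted p = 0.0171). Pathways near the ones named for Pd21 did not pass. Signaling by Hippo held 1 of 19 tested genes, PIP3 activates AKT signaling 4 of 60 tested genes, and tight junction interactions 0 of 10 tested genes. The pathways that passed numbered 12 without F1-HHcy replicate 1 and 11 without F1-Control replicate 1.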

### Mechanisms of overactivation of primordial follicles in prepubertal offspring

To further validate the molecular mechanisms of primordial follicle activation, this study selected and validated key molecules involved in this process, namely, ribosomal protein S6 (RPS6), mTOR, Forkhead box O3 (FOXO3a), and AKT, by immunofluorescence, immunohistochemistry, and protein blotting experiments. FOXO3a was localized to the nucleus of dormant primordial follicles, which were maintained in a dormant state through the inhibition of the expression of cell cycle proteins. We quantified the percentage of FOXO3a nucleation by immunofluorescence staining at Pd3 and Pd7, and this value was significantly greater in the F1-HHcy group than in the F1-control group (Figures 6A and 6B). Once primordial follicle activation occurs, RPS6 is phosphorylated by S6 kinase (S6K) in a mechanistic manner, increasing the translational efficiency of ribosomes and promoting the synthesis of specific proteins essential for cell proliferation and primordial follicle activation. Immunohistochemical results revealed that the proportion of RPS6-positive cells in ovarian tissue was significantly greater in the F1-HHcy group than in the F1-control group (Figure 6C).

**Figure 6:**
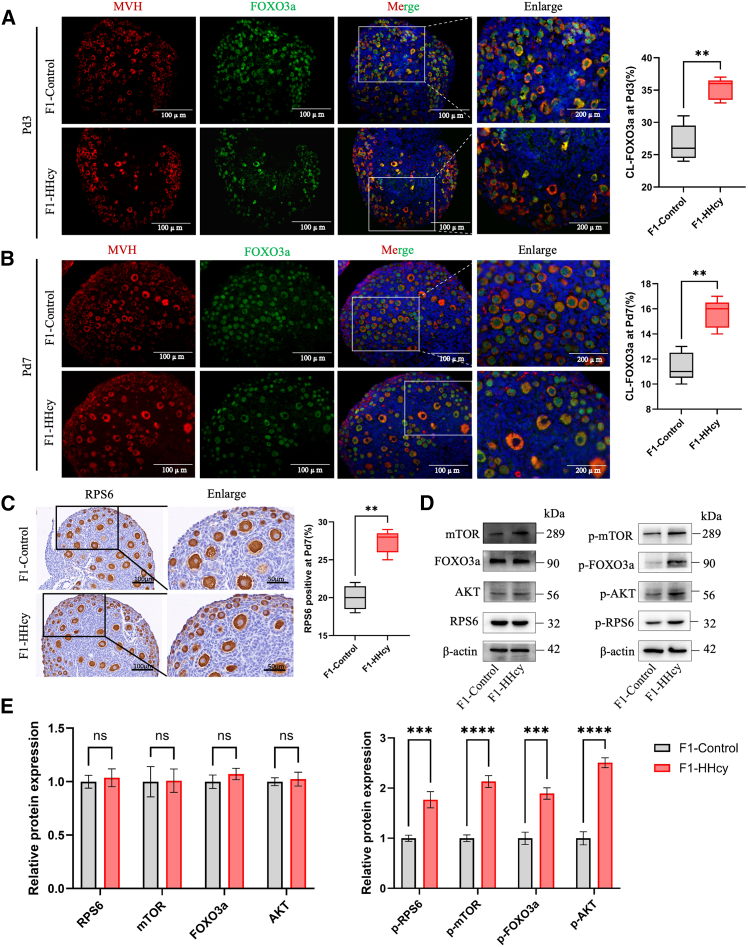
Periconceptional maternal exposure to HHcy promotes primordial follicular mass activation in prepubertal F1 female mice (A) Immunofluorescence staining for MVH (red) and FOXO3a (green) in ovarian tissue from Pd3 F1 and quantification of the proportion of cytoplasmic FOXO3a-positive cells (*n* = 3), scale bars, 100 μm. (B) Immunofluorescence staining for MVH (red) and FOXO3a (green) in ovarian tissue from Pd3 F1 and quantification of the proportion of cytoplasmic FOXO3a-positive cells (*n* = 3), scale bars, 100 μm. (C) Immunohistochemical staining for RPS6 in ovarian tissue sections from Pd7 F1 mice and quantification of the proportion of RPS6-positive cells (*n* = 3), scale bars, 50 μm. (D) Immunoblotting of the primitive follicle activation-associated proteins RPS6, mTOR, FOXO3a, and AKT and their phosphorylated forms *p*-RPS6, *p*-mTOR, *p*-FOXO3a, and *p*-AKT in Pd7 ovarian tissue. (E) Results from the quantitative analysis of RPS6, mTOR, FOXO3a, and AKT protein levels and their phosphorylation levels (*n* = 3). The data are presented as boxplots, and statistical analysis was performed using the Mann-Whitney *U* test. ns *p* > 0.05, ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001.

The AKT and mTOR signaling pathways are highly involved in the activation of primordial follicles. When AKT is activated to a phosphorylated form, it can directly or indirectly regulate the activity of several downstream proteins, such as by promoting FOXO3a phosphorylation and intranuclear translocation to the cytoplasm, which can lead to follicle activation from the dormant state. Moreover, AKT can further regulate follicle development by phosphorylating mTOR, which serves as an important nutrient and energy sensor, and its activation promotes follicle activation and growth. Protein blotting revealed no significant changes in the protein levels of RPS6, mTOR, FOXO3a, and AKT in ovarian tissue samples from Pd7; however, the phosphorylation levels of these proteins significantly increased (Figures 6D and 6E). These results provide further evidence of the overactivation of primordial follicles in the prepubertal ovarian tissue of the F1-HHcy group.

### Maternal HHcy causes impaired oocyte quality in offspring

In addition to oocyte number, oocyte quality also significantly affects a woman’s fertility. The mitochondrial content and function in oocytes are crucial for energy production, metabolism, oocyte quality, and early embryonic development. In this study, mitochondrial changes in ovarian tissues were examined using transmission electron microscopy. In the F1-control group, the mitochondria in the oocytes appeared regular in morphology and intact in structure. In contrast, oocytes from the F1-HHcy group exhibited a significant reduction in the number of mitochondria, with many showing vacuolization and aggregation with other abnormal organelles (Figures 7A and S6A). The mitochondrial membrane potential is a key indicator of mitochondrial function and is assessed using JC-1 dye. JC-1 can penetrate the cell membrane and either accumulate or disperse within the cell on the basis of the mitochondrial membrane potential. Under normal conditions, JC-1 aggregates in the mitochondria and emits red fluorescence. However, when the mitochondrial membrane potential decreases, such as during early apoptosis or cellular injury, JC-1 remains in its monomeric form and emits green fluorescence.^34^ The mitochondrial membrane potential of the oocytes in the F1-HHcy group was significantly lower than that in the F1-control group (Figures 7B and S6B).

**Figure 7:**
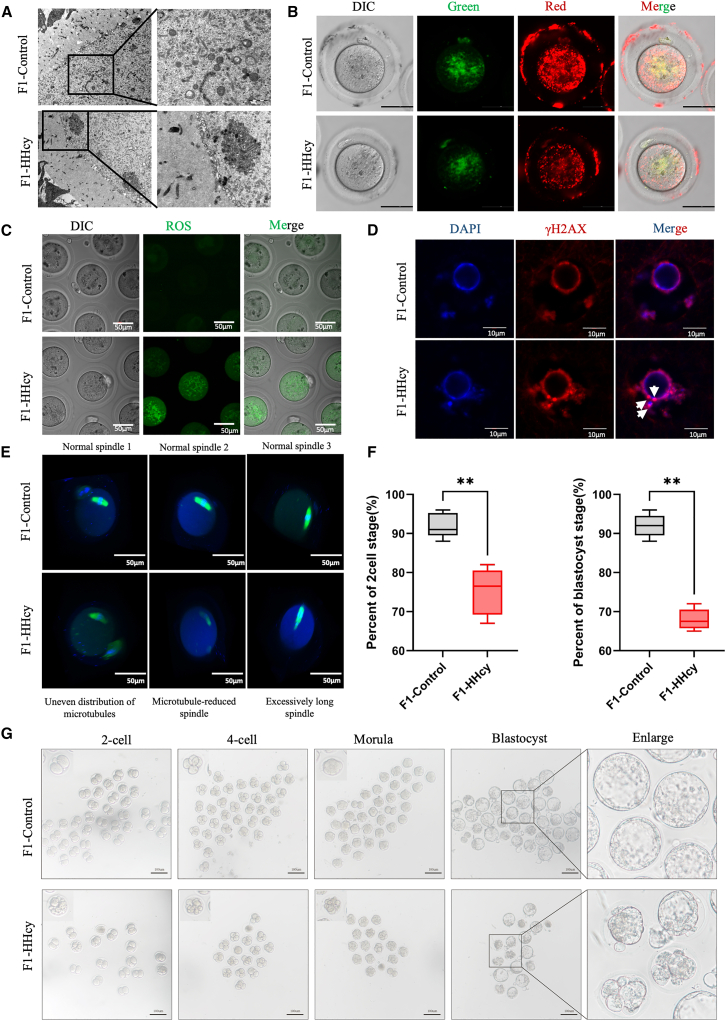
Periconceptional maternal exposure to HHcy impairs oocyte quality and embryonic development in F1 female mice (A) Mitochondria in F1 female mouse oocytes observed by transmission electron microscopy, scale bars, 2 μm or 1 μm. (B) Mitochondrial function in F1 female mouse oocytes determined using JC-1 staining, scale bars, 20 μm. (C) Assessment of ROS levels in the oocytes of female F1 mice, scale bars, 50 μm. (D) Immunofluorescence staining for γH2AX to assess DNA damage in oocytes from F1 female mice, scale bars, 10 μm. (E) Spindle morphology in the oocytes of female F1 mice; microtubules (alpha-tubulin, green); chromatin (hoechst, blue), scale bars, 50 μm. (F) Quantification of 2-cell and blastocyst formation rates following *in vitro* fertilization of F1 female mice (*n* = 6). The data are presented as boxplots, and statistical analysis was performed using the Mann-Whitney *U* test. ns *p* > 0.05, ∗*p* < 0.05, ∗∗*p* < 0.01. (G) Representative images of two-cell, four-cell, mulberry, and blastocyst embryos after *in vitro* fertilization of F1 female mice, scale bars, 100 μm.

Mitochondrial dysfunction is known to lead to an increase in reactive oxygen species (ROS) levels through various mechanisms. Excessive ROS levels can damage cellular structures and impair function, ultimately compromising oocyte health and viability. Under normal conditions, cells maintain redox homeostasis by neutralizing these free radicals through antioxidant systems such as superoxide dismutase and glutathione. However, when mitochondrial function is impaired or external stressors are heightened, ROS production can exceed the capacity of these antioxidant defenses. In this study, compared with those from the F1-control group, the ROS levels from the F1-HHcy group were significantly greater (Figures 7C and S6C). Elevated ROS levels can cause DNA damage, including base oxidation, strand breaks, and other alterations, which compromise the stability and function of DNA. Maintaining DNA integrity in oocytes is crucial for preserving genetic information and ensuring healthy embryonic development. γH2AX, the phosphorylated form of histone H2AX, serves as a marker of DNA damage. Upon DNA damage, H2AX is rapidly phosphorylated to form γH2AX at damage sites, resulting in distinct phosphorylation foci. Compared with those from the F1-control group, oocytes from the F1-HHcy group showed significantly greater DNA damage (Figures 7D and S7D).

When DNA damage occurs, cells activate checkpoint mechanisms to repair it. However, if the damage is too severe to repair, it may disrupt spindle assembly and function. The spindle in oocytes is composed of microtubules, microtubule-associated proteins, kinesins, and other components, forming a highly organized and dynamic structure essential for proper chromosome segregation during cell division. The integrity and function of the spindle are critical for oocyte health and successful embryonic development. In this study, we assessed oocyte spindle morphology using laser confocal continuous scanning and three-dimensional reconstruction. Compared with the F1-control group, the F1-HHcy group had a significantly greater proportion of abnormal spindles (Figures 7E and S6E). The early development of embryos in *in vitro* fertilization (IVF) experiments can indirectly reflect oocyte health in terms of chromosome integrity, cell division capacity, metabolic status, etc. We evaluated embryo development post-fertilization and revealed that the 2-cell and blastocyst formation rates were significantly decreased in the F1-HHcy group (Figures 7F and 7G).

## Discussion

The earlier vaginal opening observed in F1-HHcy females (Figure 1C) suggests that maternal HHcy may disrupt the precise hormonal regulation governing pubertal onset in female offspring. These findings point to a potential programming effect of HHcy on the developing neuroendocrine axis, which could have implications for long-term reproductive health and warrants further investigation into the underlying molecular mechanisms. Endocrine analysis (Figure 1G) corroborated the observed reproductive phenotype. The concurrent increase in FSH/LH and reduction in AMH/E2 are indicative of compromised ovarian function and disrupted HPG axis feedback. These findings, together with the estrous cycle abnormalities, demonstrate that maternal HHcy leads to lasting impairments in the hormonal regulation and reproductive capacity of female offspring. Longitudinal breeding data over 10 months revealed that compared with control females, F1-HHcy females exhibited significantly reduced litter sizes and earlier reproductive cessation (Figure 2). These functional impairments, as evidenced by decreases in total litters, number of pups per litter, and reproductive lifespan, demonstrate that maternal HHcy accelerates ovarian aging and compromises fertility in female offspring.

Correct establishment and orderly depletion of the primordial follicle pool are important determinants of reproductive longevity and fertility.^33^^,^^35^^,^^36^ Longitudinal follicle counts revealed that maternal HHcy accelerated the loss of ovarian reserve through the prepubertal overactivation of primordial follicles. The premature depletion of primordial follicles and subsequent surge in growing follicles (Figure 4) establish a direct link between developmental HHcy exposure and premature ovarian aging. This mechanistic insight explains the concurrent hormonal imbalances and fertility decline observed in F1-HHcy females. To investigate the causes of reduced fertility in F1-HHcy female mice further, immunofluorescence staining for MVH and FOXO3a was used to analyze the formation process of primordial follicles in mice from embryonic day 17.5 to postnatal day 3, and HE staining was used to analyze the depletion process in mice from postnatal day 7–12 months of age (Figures 3 and 4 ). Substantial experimental verification confirmed that female F1-HHcy mice experience a significant loss of primordial follicles from Pd3 to Pd21 (Figures 5 and 6); moreover, oocyte quality is impaired (Figure 7). Both of these changes are primary factors contributing to their reduced fertility.

Previous studies have shown that maternal HHcy during the gestation period contributes to suboptimal nutrient and oxygen delivery to the fetus by compromising vascular health and disrupting placental perfusion.^28^ Perinatal hypoxia can lead to the activation of primordial follicles and premature depletion of the ovarian reserve.^27^^,^^37^^,^^38^ Simultaneously, the hypoxic environment caused by HHcy activates hypoxia-inducible factors, induces endothelial dysfunction, and promotes the production of inflammatory mediators, which together drive and amplify inflammation. This not only impairs fetal development but also increases the risk of chronic conditions such as cardiovascular and metabolic disorders.^27^ Both hypoxia and inflammation can activate the PI3K/AKT signaling pathway, which in turn stimulates mTOR activity. The activation of this pathway in response to oxidative stress, cytokine signaling, and altered oxygen levels can push dormant primordial follicles into the growing pool. The levels of RPS6, mTOR, FOXO3a, and AKT, key signaling molecules and effectors involved in primordial follicle activation, significantly increased, indicating that massive activation of primordial follicles occurred in the ovary (Figures 6D and 6E). Moreover, maternal HHcy increases oxidative stress, which can damage cellular structures, including DNA, proteins, and lipids, disrupting normal cellular functions, and potentially affecting embryonic development.^29^ Furthermore, Hcy plays a role in atherogenesis and cognitive impairment through the regulation of epigenetic modification.^39^^,^^40^ Yakovleva et al. demonstrated that maternal HHcy induces transgenerational cognitive and behavioral deficits in second-generation offspring through epigenetic mechanisms.^41^ Epigenetic regulation is critical for the maturation of the oocyte and the formation of the syncytium during reproduction, as well as for the formation of primordial follicles during the embryonic stage.^42^^,^^43^^,^^44^ Significantly reduced levels of H3K4 methylation in the oocytes of aged mice decreased transcriptional activity in the oocytes and increased DNA methylation, which impaired the developmental potential of the oocytes and the fertility of female mice.^45^ The combined effects of these factors can lead to long-term reproductive dysfunction and reduced female fertility in offspring.^46^

Analysis of RNA sequencing (RNA-seq) results from the ovaries of offspring revealed a significant increase in the number of genes upregulated at Pd3 and Pd7, suggesting active metabolism in ovarian tissue. 

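Nuclear genes of oxidative phosphorylation, a list taken as a measure of energy metabolism, had a mean log2 fold change of -0.13 at Pd3 (adjusted p = 0.0256 from limma's camera with Benjamini-Hochberg adjustment), with 58 of 75 genes down. The Pd3 call was lost without F1-Control replicate 1 (-0.076, adjusted p = 0.360), F1-Control replicate 2 (-0.11, adjusted p = 0.125) or F1-HHcy replicate 3 (-0.10, adjusted p = 0.305). It was also lost with all 18 libraries in 1 model (adjusted p = 0.0504) and with median-ratio scaling, chosen after seeing the data (adjusted p = 0.0536). At Pd7 the mean was -0.50 (adjusted p = 1.51e-12), with 73 of 73 genes down and a mean level below all controls in 3 of 3 F1-HHcy libraries. It was -0.30 without F1-Control replicate 2. That library stood at 7.62, against 7.06 and 6.98 in the other controls. Its values also had the highest sum of all libraries, 532002.6 FPKM. Under fry the adjusted p at Pd7 was 0.178. A trend on gene length was not removed at Pd7. Adjusted p-values under 0.05 were reached by 0 genes at Pd3 and 7 at Pd7, over all genes tested as well as adjusted over the list alone. At Pd7, Ndufb6 fell from 72.7 ± 16.0 to 42.3 ± 1.95 FPKM, a log2 fold change of -0.75 (SE 0.17, adjusted p = 0.0221). Ndufb6 was -0.57 without F1-Control replicate 2, just under the threshold in size. At Pd3, Cox7a1 fell from 12.6 ± 2.90 to 6.72 ± 1.64 FPKM, a log2 fold change of -0.82 (SE 0.20, adjusted p = 0.0712).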

KEGG analysis of the upregulated genes revealed enrichment in signaling pathways such as ECM receptors, calcium signaling, and ovarian steroidogenesis. ECM receptors on oocytes and granulosa cells can influence the activation of primordial follicles by modulating the signaling pathways that control cell proliferation and survival.^47^ Calcium signaling in granulosa cells can trigger the transition of primordial follicles into primary follicles.^48^ Steroidogenesis influences primordial follicle activation by modulating the hormonal environment that regulates follicular growth. The balance of steroid hormones is influenced by signaling pathways, including those involving ECM receptors and calcium.^49^ The sequencing results, together with previous observations of ovarian tissue sections, suggest that many primordial follicles become active in the ovaries of female F1-HHcy mice before puberty. This finding also reveals the cause of precocious puberty in the F1-HHcy group.

However, at the Pd21 stage, the number of downregulated genes in the ovaries increased significantly, suggesting a lower metabolic level in ovarian tissue. 

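At Pd21 the genes of oxidative phosphorylation had a mean log2 fold change of 0.0062 (adjusted p = 0.272 from limma's camera with Benjamini-Hochberg adjustment), with 39 genes up and 35 down and none with an adjusted p under 0.05 over all genes tested or adjusted over the list alone. The sign rested on single libraries. The mean was 0.16 (adjusted p = 7.75e-09) without F1-HHcy replicate 1, -0.094 (adjusted p = 0.0637) without F1-HHcy replicate 2, -0.047 without F1-HHcy replicate 3 and -0.073 without F1-Control replicate 3. With no filter on low values, or with all 18 libraries in 1 model, it was -0.013. Cox6c rose from 468 ± 31.5 to 515 ± 87.0 FPKM, a log2 fold change of 0.13 (SE 0.20, adjusted p = 1.00), with overlapping groups. Atp5b fell from 451 ± 28.1 to 429 ± 122 FPKM, a log2 fold change of -0.11 (SE 0.24, adjusted p = 1.00).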

KEGG analysis of the downregulated genes revealed that signaling pathways associated with primordial follicle activation, including tight junction, the PI3K-AKT pathway, cell adhesion molecules, protein digestion, and absorption, were significantly enriched, which can significantly impact ovarian reserve. Once tight junctions are downregulated, communication between granulosa cells and the oocyte can be disrupted. This disruption might compromise the nutrient and hormonal signaling necessary for oocyte maturation and health, potentially reducing the ovarian reserve. Additionally, impaired tight junctions could lead to increased susceptibility to oxidative stress and inflammation, further impacting ovarian function and reducing the number of viable oocytes.^50^ Downregulation of PI3K-AKT signaling can impair the activation of primordial follicles, leading to a decreased rate of follicle recruitment. This reduces the overall number of follicles that are available for maturation, thus depleting the ovarian reserve over time.^51^ The downregulation of cell adhesion molecules could weaken the connection between the oocyte and granulosa cells or theca cells. This could impair follicular development and reduce the ability of oocytes to survive and mature. Furthermore, altered cell adhesion can interfere with the synchronization of follicular growth, leading to reduced oocyte quality and quantity over time.^52^ The downregulation of protein digestion and absorption could result in a shortage of critical nutrients for ovarian cells, impairing their function. This could affect the development of ovarian follicles and lead to premature follicular atresia. As a result, the ovarian reserve may decrease, and the quality of the oocytes could be compromised, reducing their fertility potential.^53^ In summary, the downregulation of these signaling pathways can disrupt the ovarian microenvironment, affecting both the quantity and quality of oocytes. During this period, primordial follicle reserves are established in the ovaries, the hormone-synthesizing system develops, the HPO axis is formed, and the follicles begin to mature.^32^^,^^54^^,^^55^ These processes lay the foundation for the maturation of ovarian function, hormonal fluctuations, and the normal progression of the menstrual cycle after puberty. This explains the disruption of the estrous cycle and hormone levels in the F1-HHcy group (Figures 1D–1G).

The ovaries are the first organs to age in females, and they are susceptible to adverse internal and external influences. Adverse effects in prepubertal mice impair oocyte quality and function in adulthood.^56^ In particular, reduced ovarian reserve in adult female mice has a negative effect on oocyte quality.^57^ Mechanisms include reduced levels of key metabolites that protect oocytes against aging, such as spermine, in ovarian tissue^58^ and increased iron accumulation in the ovarian microenvironment,^34^ which affects mitochondrial function and energy metabolism and disrupts the internal redox balance in ovarian tissue, ultimately compromising oocyte quality. 

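Core genes of the PI3K-AKT-mTOR pathway had a mean log2 fold change of 0.0041 between F1-HHcy and F1-Control ovaries at Pd21 (adjusted p = 0.616 from limma's camera with Benjamini-Hochberg adjustment), with 15 genes up and 15 down. None of the 30 genes had an adjusted p under 0.05, over all genes tested or adjusted over the list alone. The sign changed without F1-HHcy replicate 1 (-0.039), F1-Control replicate 1 (-0.016) or F1-Control replicate 2 (-0.014). Kitl rose from 38.1 ± 11.9 to 48.9 ± 12.0 FPKM, a log2 fold change of 0.36 (SE 0.25, adjusted p = 1.00). Pik3r2 fell from 28.0 ± 0.655 to 24.2 ± 4.21 FPKM, a log2 fold change of -0.22 (SE 0.15, adjusted p = 1.00).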

Sequencing of ovarian tissue on Pd 21 revealed inhibition of the PI3K/AKT pathway in the F1-HHcy group (Figure 5C), which is essential for maintaining oocyte quality.^59^ Moreover, a critical event in the primordial-to-primary follicle transition is the differentiation of flattened pregranulosa cells into cuboidal, functionally active granulosa cells, a process demonstrated to be directly driven by mTORC1 signaling within the oocyte and surrounding somatic cells.^60^^,^^61^ Therefore, the observed alteration in phosphorylated mTOR (*p*-mTOR) levels in our model could indicate impaired signaling for this essential cellular transition. Consequently, while our current data reveal a net reduction in the primordial follicle pool, it remains to be determined whether this is primarily due to accelerated but aberrant activation, in which follicles initiate growth but fail because of inadequate granulosa cell support, or suppression of activation, leading to a dormant but ultimately atretic reserve.

First, the process of overactivation itself may not be synchronous or perfectly coordinated. Follicles entering the growth pool under metabolic stress may have intrinsic defects in oocyte-somatic cell communication from the outset. This could lead to suboptimal granulosa cell differentiation and function, as discussed regarding mTOR signaling, resulting in a compromised follicular microenvironment that fails to support full oocyte competency during its prolonged growth phase. Second, the concept of the “production line” hypothesis or functional heterogeneity within the primordial follicle pool is relevant. It is possible that HHcy-induced signaling dysregulation does not selectively activate follicles but rather disrupts the normal, staggered recruitment process. This could lead to the premature activation and expenditure of a developmentally privileged subpopulation of oocytes, resulting in the formation of a lower-quality cohort for later reproductive life. Alternatively, the stress of overactivation may induce epigenetic or metabolic alterations in the oocyte genome that are propagated through folliculogenesis, ultimately manifesting as reduced embryonic developmental potential post ovulation. In summary, while our study revealed a strong link between maternal HHcy, primordial follicle overactivation, and reduced fecundity, the precise cellular and molecular pathways leading from dysregulated early recruitment to poor oocyte quality remain critical areas for future study.

We assessed mitochondrial function in oocytes using JC-1 dye-labeled mitochondria and observed decreased mitochondrial activity (Figure 7B). Cytosolic ROS were once considered mere byproducts of mitochondrial oxygen metabolism; now, they are also known to participate in various signaling pathways, and for example, they significantly increase DNA damage.^62^ The spindle is a crucial structure responsible for chromosome segregation during meiosis. Abnormal spindle morphology disrupts the proper attachment of chromosomes to spindle microtubules, leading to chromosome mis-segregation or DNA damage, which significantly reduces oocyte quality and embryonic developmental potential.^63^ The compromised oocyte quality in F1-HHcy females was evidenced by both structural and functional deficits. The increased proportion of abnormal meiotic spindles (Figures 7E and S6E) suggests that maternal HHcy disrupts the dynamic organization of microtubules, which is essential for accurate chromosome segregation. This structural impairment translated into reduced developmental competence, as demonstrated by the decreased 2-cell and blastocyst formation rates following IVF (Figures 7F and 7G). Collectively, these findings indicate that maternal HHcy compromises offspring fertility through the following dual mechanisms: prepubertal depletion of ovarian reserve via primordial follicle overactivation and impaired oocyte quality resulting from mitochondrial dysfunction and redox imbalance.

This study revealed that maternal HHcy during the gestation period impairs fertility in female offspring through two primary mechanisms (Figure 8). First, maternal HHcy increases the phosphorylation of key follicular activation factors (e.g., RPS6, mTOR, FOXO3a, and AKT) in the prepubertal ovary, leading to the overactivation of primordial follicles and a subsequent reduction in ovarian reserve. Second, it compromises oocyte quality and embryo development by disrupting mitochondrial function, increasing ROS levels, and inducing DNA damage and spindle abnormalities. These findings highlight the importance of monitoring maternal Hcy levels during peripregnancy and emphasize that maintaining normal Hcy levels not only benefits maternal health but also has long-term beneficial effects on offspring health.

**Figure 8:**
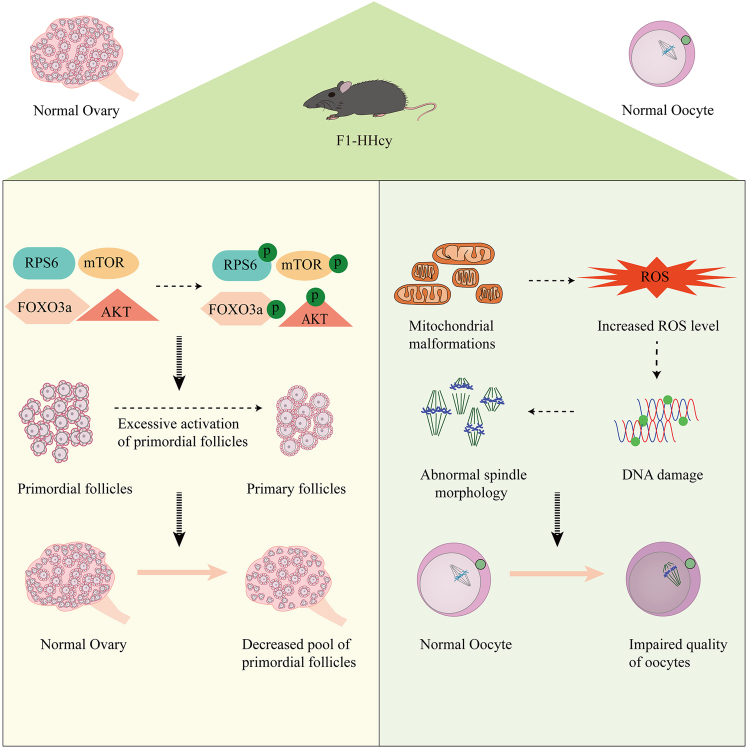
Description of the mechanisms by which maternal periconceptional HHcy exposure impairs F1 female mouse reproductive function Increased phosphorylation of factors such as RPS6, mTOR, FOXO3a, and AKT in the ovarian tissue of F1-HHcy female mice before puberty promotes massive activation and loss of primordial follicles, leading to a reduction in ovarian reserve. Moreover, the number of mitochondria in the oocyte is reduced, and their function is impaired, which further leads to increased levels of ROS, increased levels of DNA damage, and spindle abnormalities in the oocyte, impairing oocyte quality and embryo developmental potential and ultimately reducing the fertility of adult offspring.

### Limitations and future perspectives

While this study establishes a link between maternal HHcy and genetic ovarian dysfunction, several limitations should be acknowledged. First, our methionine-enriched diet model cannot fully dissociate HHcy-specific effects from broader one-carbon metabolic perturbations, and the continuous exposure window prevents identification of the most vulnerable developmental stages. Second, our whole-ovary phenotypic analyses lack the mechanistic depth—at both the molecular and cell type-specific levels—to determine whether HHcy primarily targets oocytes, pregranulosa cells, or their synergistic interaction, and through which pathways (e.g., epigenetic, oxidative, and apoptotic). Third, the ovarian dysfunction observed in F1 offspring may have resulted from direct *in utero* exposure rather than true epigenetic inheritance, necessitating multigenerational studies to confirm transgenerational transmission. Addressing these limitations represents key directions for our ongoing research, such as integrating stage-specific exposure models, single-cell multi-omics, and conditional knockout strategies to precisely delineate how HHcy contributes to follicle overactivation and female fertility decline.

## Resource availability

### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Rong Hu ().

### Materials availability

This study did not generate any new material.

### Data and code availability

• All raw RNA-seq data have been deposited in GEO under accession number GSE322825 and are listed in the key resources table.
• This paper does not report original code.
• The lead contact will provide any additional information required for reanalysis of the data presented in this study upon request.

## Acknowledgments

We would like to express our sincere gratitude to the Ningxia Key Laboratory of Clinical Pathogens, Stem Cell Research Institute, 10.13039/501100025377General Hospital of Ningxia Medical University, Ningxia, China, for their support. We extend our sincere gratitude to the Medical Science and Technology Research Center of Ningxia Medical University, Ningxia, China, for their valuable support of this research. Special thanks go to Chao Wang, the head of the State Key Laboratory of Agrobiotechnology, College of Biological Sciences, China Agricultural University, Beijing, China, whose invaluable assistance with laboratory equipment and collaboration was essential to the progress of this research. We are also grateful to Yang T. (East China University of Political Science and Law, Shanghai, China) for participating in sample collection and testing during the holiday break. Finally, we would like to express our heartfelt thanks to all the participants in our study for their cooperation and contribution. Funding sources include the Natural Sciences Foundation of Ningxia grant number 2022AAC02060 to R.H., the 10.13039/501100001809National Natural Science Foundation of China award number 82160293 to R.H., the Key Development and Research Program of Ningxia grant number 2022CMG02028 to R.H., Central Special Program for Guiding Local Science and Technology Development (2024FRD05140) to R.H., the Key Research and Development Program Project of Ningxia Hui Autonomous Region (2025BEG02003) to R.H., the 10.13039/501100004772Ningxia Natural Science Foundation grant number 2023AAC03674 to J.M., the 10.13039/501100004772Ningxia Natural Science Foundation grant number 2023AAC03621 to J.W., and the Key Development and Research Program of Ningxia grant number 2023BEG03043 to J.W.

## Author contributions

J.G. played a key role in carrying out the experiments, collecting and analyzing the data, interpreting the results, and writing the manuscript; L.W. focused on organizing and managing the data, creating visual representations of the findings, and making revisions to the manuscript; J.M. and J.L. were responsible for overseeing the execution of the experiments and ensuring that the results were verified accurately; Y.W. and J.W. designed the research methodology and techniques and managed and coordinated the overall project. Rong Hu was in charge of the study’s overall conceptualization and design, secured the necessary grant funding, and supervised the project. All the authors carefully reviewed and approved the final version of the revised manuscript.

## Declaration of interests

The authors of this article declare that none of the work presented in this research could have been affected by any known conflicts involving financial interest or intimate relationships.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

MVH/DDX4	Abcam	Cat# ab27591; RRID: AB_11139638
mTOR	CST	Cat# 2983; RRID: AB_2105622
*p*-mTOR	Abcam	Cat# sc-293133; RRID: AB_2861149
FOXO3	CST	Cat# 12829; RRID: AB_2636990
*p*-FOXO3	CST	Cat# 9466; RRID: AB_2106674
AKT	CST	Cat# 4691; RRID: AB_915783
*p*-AKT	Nature Biosciences	Cat# A52820; RRID: AB_2936343
RPS6	CST	Cat# 2317
*p*-RPS6	CST	Cat# 5364
Tubulin	Abcam	Cat# ab18207; RRID: AB_444319
ΓH2A.X	Abcam	Cat# ab81299; RRID: AB_1640564
β-Actin	Abmart	Cat# T40104; RRID: AB_2936320

**Chemicals, peptides, and recombinant proteins**		

Serum gonadotropin for injection (PMSG)	Ningbo Second Hormone Company	Cat#110254564
Human chorionic gonadotropin (hCG)	Ningbo Second Hormone Company	Cat#110251282
Hyaluronidase digestion	Nanjing Aibei Biotechnology Co., Ltd.	Cat#M2215
Hoechst 33342	Sigma‒Aldrich	Cat#B2261
4%Paraformaldehyde	Beyotime	Cat#P0099
M2 medium	Sigma‒Aldrich	Cat#M7167
M16 medium	Sigma‒Aldrich	Cat#M7292
Mineral oil	Sigma‒Aldrich	Cat#M5310
Masson trichrome staining	Beyotime	Cat#C0189S
MitoProbe JC-1 Assay Kit	KeyGEN BioTECH,	Cat#KGA1904-100
HTF medium	Nanjing Aibei Biotechnology Co., Ltd.	Cat#M1135
KSOM medium	Nanjing Aibei Biotechnology Co., Ltd.	Cat#M1435

**Deposited data**		

Raw RNA-seq data	This paper	GEO:GSE322825 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE322825)

**Software and algorithms**		

GraphPad Prism software	N/A	GraphPad Prism 10
ImageJ	N/A	ImageJ (https://imagej.net/)
Oebiotech	N/A	https://cloud.oebiotech.cn/#/home

### Experimental model and study participant details

#### Animals

The mice used in this study were C57BL/6 J mice sourced from the Animal Experiment Center of Ningxia Medical University and were bred in accordance with the guidelines of the university’s Animal Care Committee. C57BL/6 J is a widely used inbred strain known for its genetic stability and suitability for various studies, including immunology, neurobiology, and metabolic diseases. The colony was maintained through sibling mating to preserve genetic homogeneity. All the mice were housed in a specific pathogen-free (SPF) environment under the following controlled conditions: a temperature range of 24°C–26°C, a relative humidity of 55% ± 10%, a 12-h light/dark cycle, and *ad libitum* access to food and water. The animal care and experimental procedures were approved by the Institutional Animal Care and Use Committee (IACUC-2024-012) and adhered to the principles of laboratory animal welfare and ethics.

To establish a robust hyperhomocysteinemia (HHcy) model, three-week-old female mice were randomly divided into control (0.67% methionine) and high-methionine groups.^21^ The mice in the high-methionine group were fed a special diet containing 3% methionine, while those in the control group received a standard diet supplemented with 0.67% methionine (diets were purchased from Xiao Shu You Tai Company, Beijing, China). A plasma homocysteine (Hcy) cut-off of 15 μmol/L was used as the validation threshold, substantially higher than both the normal murine range (3–8 μmol/L)^64^ and the established HHcy threshold (≥10 μmol/L),^65^ to induce a pronounced and consistent HHcy phenotype. Preliminary experiments confirmed the model stability: after 6 weeks on the high-methionine diet, all the mice in the model group achieved serum Hcy concentrations exceeding 15 μmol/L (Figure S1). Following the 6-week feeding period, females were paired with fertile males at a 2:1 ratio. Plug-positive females were designated E0.5; pups were designated Pd0 at birth. The offspring were labeled F1-Control or F1-HHcy accordingly.

### Method details

#### Growth and development evaluation

F1 survival and weight gain were monitored after birth. The number of F1 offspring was recorded daily to track survival, and weight gain was measured and recorded weekly until 10 weeks of age. Anogenital distance (AGD) was assessed at postnatal day 21 (Pd21) by gently restraining the mice to ensure stability and full exposure of the anogenital region. For female mice, the vagina served as the genital marker. The distance from the anal verge to the genitalia was measured accurately with a caliper and recorded. Starting from Pd21, F1 mice were observed for vaginal opening, a key marker of sexual maturation. Observations were made at a fixed time each morning to accurately record the onset of vaginal opening until the first occurrence was noted for each mouse.

#### Histological analysis

The ovaries were collected, fixed overnight in 4% paraformaldehyde (Beyotime, P0099), dehydrated through a series of graded ethanol solutions, and embedded in paraffin. Thin sections (5 μm) were then cut. For follicle counting, all sections from each ovary were stained with hematoxylin (Solarbio, G1140), and the number of follicles at different developmental stages was determined on the basis of the criteria established by Pedersen and Peters.

For immunohistochemical (IHC) staining, the sections were treated sequentially with xylene, graded ethanol, sodium citrate buffer, and 3% H2O2. The sections were incubated overnight at 4°C with the primary antibody (Table S1), followed by incubation with the secondary antibody (Table S1) at 37°C for 60 min. Color development was performed using a DAB peroxidase substrate kit (Nakasugi Gold Bridge). Positive cells were counted using ImageJ (NIH, USA).

For immunofluorescence (IF) staining, tissue sections were treated with xylene, graded ethanol, and sodium citrate buffer before being blocked with 10% donkey serum (Yeasen, 36136ES60) for 60 min. The sections were incubated overnight at 4°C with the primary antibody (Table S1), followed by costaining with the secondary antibody and Hoechst (Beyotime, C1029) (Table S1) at 37°C for 60 min. Imaging was performed using a laser confocal microscope (Nikon A1). Positive cell counts and fluorescence intensity were analyzed using ImageJ (NIH, USA).

#### RNA-seq and analysis

RNA extraction, library construction, and transcriptome sequencing were carried out by Shanghai Ouyi Biotechnology Co., Ltd. (Shanghai, China). The sequencing data were subsequently analyzed using the Ouyi BioCloud platform (https://cloud.oebiotech.cn/#/home).

#### Oocyte collection and staining

F1 mice were injected intraperitoneally with PMSG, followed after 46 h by treatment with HCG. After 15 h, the cumulus–oocyte complexes (COCs) were retrieved from the oviducts and digested with hyaluronidase (AibeiBio, M2215) to isolate MII (Metaphase II) oocytes for subsequent staining. The oocytes were fixed in 3.7% paraformaldehyde (Beyotime, P0099) and blocked for 1 h in PBS containing 1% bovine serum albumin (Sigma, V900933). They were then incubated overnight with primary antibodies (Table S1) diluted in blocking solution. Afterward, the oocytes were incubated with secondary antibodies (Table S1) for 1 h in the dark. The nuclei were costained with Hoechst 33342 (Beyotime, C1029) and observed under a laser scanning confocal microscope (Nikon A1).

ROS levels in the oocytes were measured using the DCFH-DA (2,7-dichlorofluorescein diacetate) probe (Nanjing Jiancheng Bioengineering Institute, E004-1-1). Oocytes were incubated with the DCFH-DA working solution at 37°C for 20 min, washed twice with PBS, and imaged using a Nikon A1 laser confocal microscope.

The mitochondrial membrane potential was assessed using a Mito Probe JC-1 Assay Kit (Key GEN Bio TECH, KGA1904-100). The JC-1 working solution was prepared in M16 medium, and the oocytes were incubated with it for 20 min at 37°C and 5% CO2. Afterward, they were washed twice with buffer and immediately imaged using a Nikon A1 laser confocal microscope.

#### Breeding test

Twelve 8-week-old female offspring were paired with fertile adult males at a 2:1 ratio. Pregnancy was confirmed, and the females were kept separate from the males until delivery. The females did not receive treatments with pregnant mare serum gonadotropin (PMSG) or human chorionic gonadotropin (HCG). The number of litters was recorded on the day of birth, and the surviving pups were counted one week later.

#### Serum Hcy and hormone level determination

Serum samples were collected during the diestrus stage and confirmed by daily vaginal cytology for at least two consecutive estrous cycles prior to sacrifice. The mice were intraperitoneally injected with 4% chloral hydrate, and blood was collected from the eyeballs. The blood was left at room temperature for 2 h and then centrifuged at 3,000 rpm for 10 min to obtain the supernatant. Serum homocysteine (Hcy) concentration was measured using an Hcy enzyme-linked immunosorbent assay (ELISA) kit (JL-T1120; JONLN, China). Serum levels of estradiol (E2; JL11790-96 T; Laibio, China), follicle-stimulating hormone (FSH; JL20476-96 T; Laibio, China), anti-Müllerian hormone (AMH; JL10239-96 T; Laibio, China), luteinizing hormone (LH; JL16114-96 T; Laibio, China), and testosterone (T; JL10705-96 T; Laibio, China) were also determined using ELISA kits.

#### Western blotting

Total ovarian protein was extracted using lysis and extraction buffers (Goldbio, KGP250, Nanjing, China). The proteins were separated by 10% SDS‒PAGE at 80–120 V and then transferred to PVDF membranes (Millipore, ISEQ00010, USA). The membranes were blocked with Rapid Closure Buffer (Beyotime, P0231) for 15 min and incubated with primary antibody overnight at 4°C. Afterward, the membranes were incubated with the secondary antibody for 1 h at room temperature. Protein signals were detected using an enhanced chemiluminescence (ECL) kit (KeyGEN BioTECH, KGC4602-200), and grayscale quantification was performed using ImageJ (NIH, USA).

### Quantification and statistical analysis

All experiments were conducted at least three times, and the data are presented as medians (interquartile ranges) or medians (ranges) because of the small sample size (n = 3–12). Comparisons between the F1-Control and F1-HHcy groups were performed using the Mann‒Whitney U test (nonparametric test) with GraphPad Prism 10.1 software (GraphPad Software, San Diego, CA, USA). Statistical significance was set at ∗*p* < 0.05, ∗∗*p* < 0.01, or ∗∗∗*p* < 0.001.

# Supplementary material for: Maternal hyperhomocysteinemia compromises female offspring fertility through overactivation of primordial follicles
**Source:** iScience. 2026 Jun 19;29(7):116393. doi: 10.1016/j.isci.2026.116393
**Supplement:** Document S1. Figures S1–S6

**Supplemental information**

**Maternal hyperhomocysteinemia compromises  
female offspring fertility through  
overactivation of primordial follicles**

**Jinmei Gao, Lu Wang, Jie Ma, Jialing Li, Yajie Wang, Jinfang Wang, and Rong Hu**

## Supplemental Figures

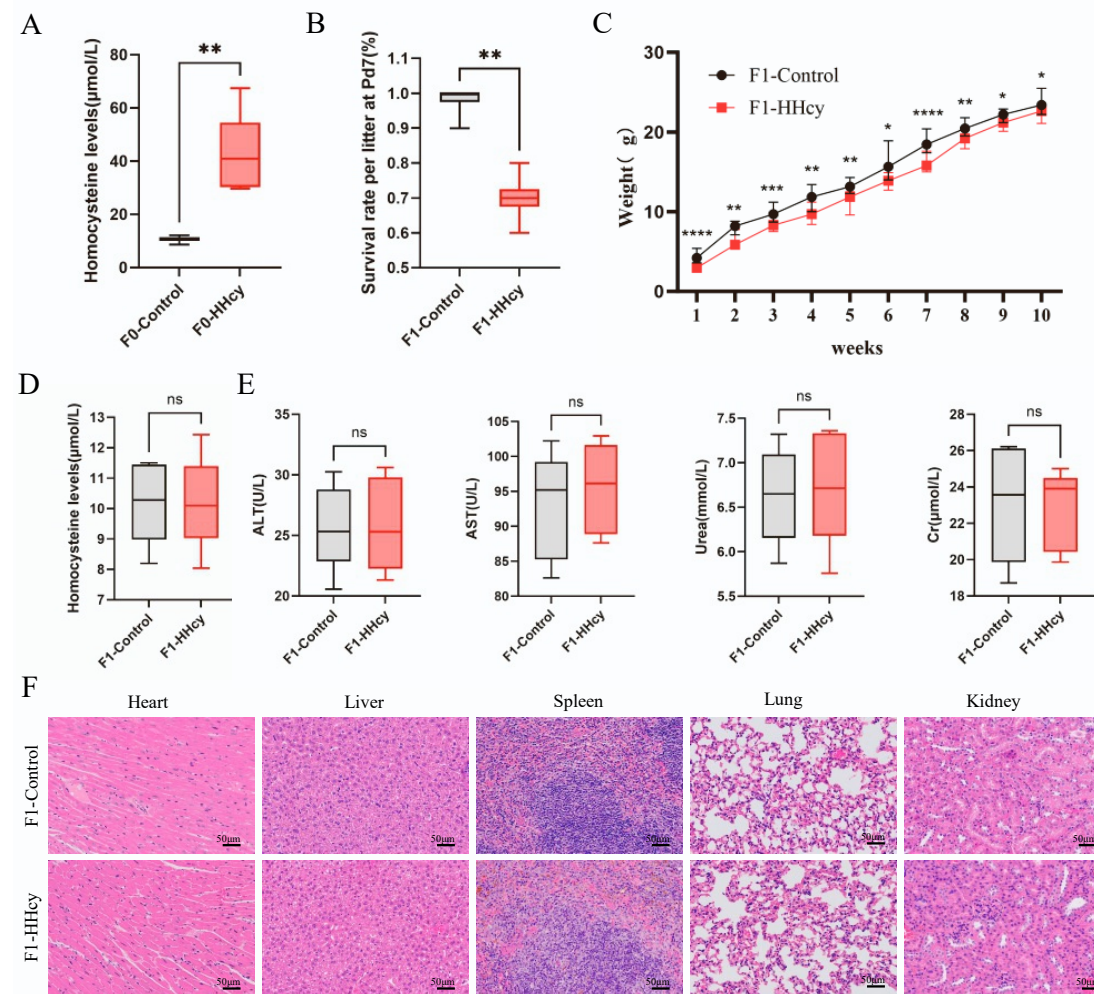

**Supplementary Figure 1: Maternal HHcy decreased survival rates and slowed growth in F1 offspring but did not impact organ function.** A. Determination of serum Hcy levels in F0 model female mice (n=6). B. Survival rate of F1 mice 7 days after birth (n=6). C. Monitoring body weight gain in female F1 mice (n=6). D. Serum Hcy levels in adult F1 female mice (n=6). E. Serum levels of ALT, AST, urea, and creatinine in adult F1 female mice (n=6). F. Histological morphology of the heart, liver, spleen, lungs, and kidneys of adult F1 female mice (n=6), scale=50μm. The data are presented as box plots (median with interquartile range), and statistical analysis was performed using the Mann-Whitney U test. \*P<0.05, \*\*P<0.01, \*\*\*P<0.001, \*\*\*\*P<0.0001.

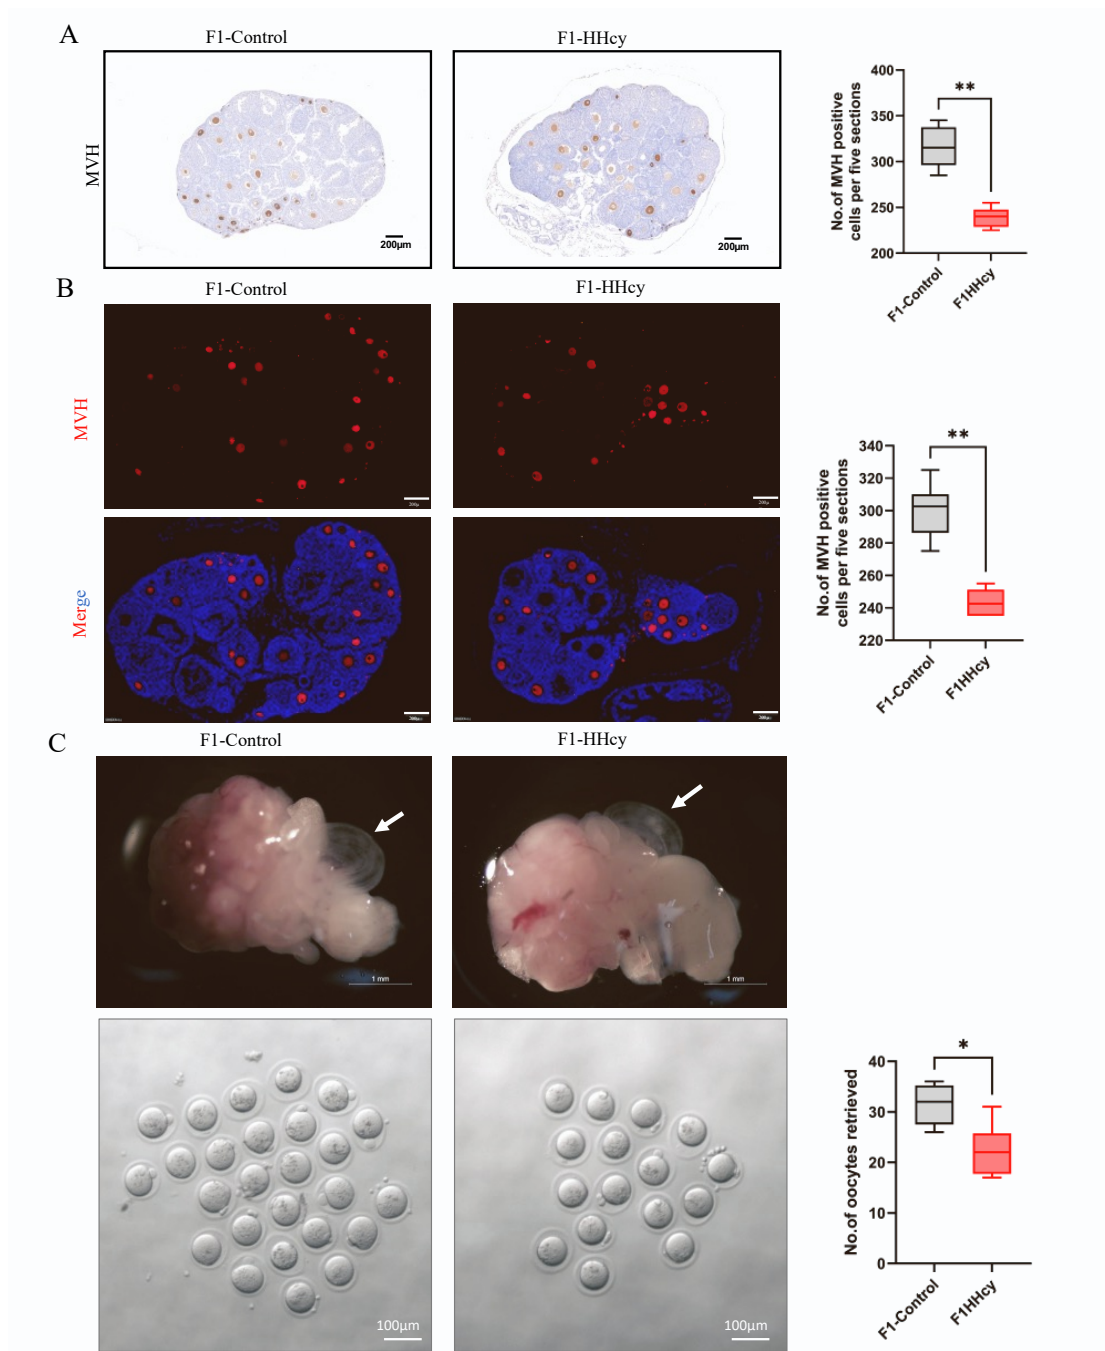

**Supplementary Figure 2: Maternal HHcy impairs the ovarian reserve in F1 female mice.**

A. Immunohistochemical staining of MVH in ovarian tissue from F1 female mice at Pd21 (n=3), scale=200µm. B. Immunofluorescence staining of MVH in ovarian tissue from F1 female mice at Pd21 (n=3), scale=200µm. C. Representative image of the ampulla after ovulation in Pd21 female mice, scale=1mm, representative images of MII oocytes, and quantification of MII oocytes in each group (n=6), scale=100µm. The data are presented as box plots (median with interquartile range), and statistical analysis was performed using the Mann-Whitney U test. \*P<0.05, \*\*P<0.01.

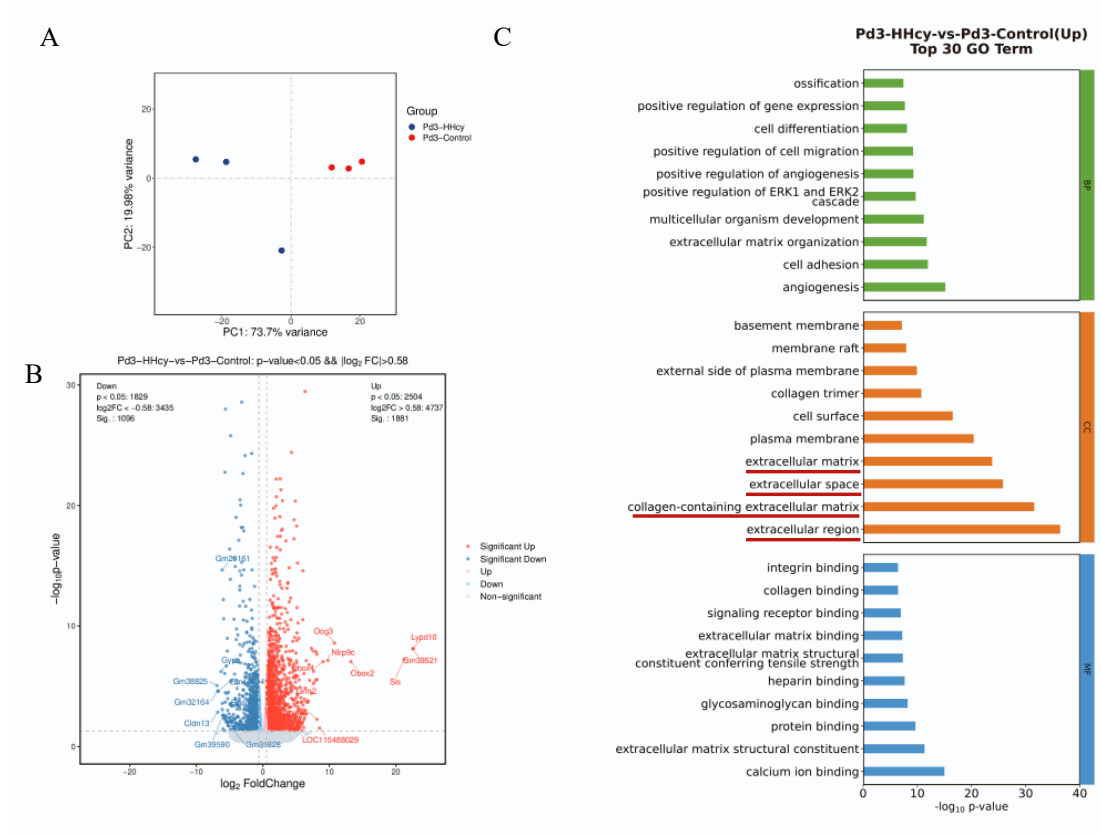

**Supplementary Figure 3: Maternal HHcy leads to changes in transcript levels in the ovarian tissue of F1 on Pd3.** A. PCA plot of the RNA-seq results of ovarian tissue on Pd3 in generation F1, indicating good sample consistency within the group. B. Volcano plot showing that 1881 genes were upregulated and 1096 genes were downregulated in the Pd3-HHcy group compared with the Pd3 control group. C. GO enrichment analysis of differentially expressed genes revealed that the most significant functional changes associated with CC (cellular component) included mainly the extracellular matrix, extracellular space, collagen-containing extracellular matrix, and extracellular region.

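A principal-component analysis of the 500 most variable genes at Pd3, on log2(FPKM + 1), put 76.9% of the variance on PC1 and 17.2% on PC2. The diets separated on PC1 with a gap of 16.2 between the nearest libraries of either group. The F1-Control libraries spanned 11.3 on PC1 and the F1-HHcy libraries 29.0, so the spread within F1-HHcy was larger than the gap. With all genes tested in place of the 500, PC1 held 62.6%, and without F1-HHcy replicate 3 it held 93.1%.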

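Among genes at Pd3 with an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment, no overlap between the groups and a mean of at least 1 FPKM, the 5 with the largest rise were Pramel26, Amh, A530040E14Rik, E330021D16Rik and Fbxw28. Pramel26 rose from 1.02 ± 1.23 to 29.0 ± 18.6 FPKM, a log2 fold change of 3.84 (SE 0.55, adjusted p = 0.0216). Amh rose from 2.08 ± 0.428 to 48.2 ± 46.4 FPKM, a log2 fold change of 3.47 (SE 0.69, adjusted p = 0.0453). The other 3 had log2 fold changes of 3.15 to 3.20. Ahsp, Car2, Stfa1 and Slc4a1 were among the genes with the largest fall. Ahsp fell from 359.8 ± 271 to 8.12 ± 8.27 FPKM, a log2 fold change of -5.36 (SE 0.75, adjusted p = 0.0211). Car2, Stfa1 and Slc4a1 had log2 fold changes of -5.00 to -4.74. Ahsp and Slc4a1 are expressed in red blood cells, and the 4 hemoglobin genes fell as well, by a mean of 3.01. Of 12 genes labelled legibly in Figure S3B, 2 passed the filter of 1 FPKM in 3 libraries, Oog3 and Cldn13. Oog3 was listed at 0 in all 3 F1-Control libraries and had a mean of 4.74 FPKM in F1-HHcy. Cldn13 fell from 18.6 ± 10.8 to 0.172 ± 0.297 FPKM, a log2 fold change of -3.92 (SE 0.42, adjusted p = 0.0141).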

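Among the collagen and laminin genes at Pd3, the most abundant was Col3a1. Col3a1 rose from 333 ± 46.1 to 431 ± 46.6 FPKM, a log2 fold change of 0.38 (SE 0.15, adjusted p = 0.196). Col1a2 rose from 135 ± 22.9 to 299 ± 62.0 FPKM, a log2 fold change of 1.14 (SE 0.19, adjusted p = 0.0307). Col4a4 rose from 2.20 ± 0.290 to 13.4 ± 5.67 FPKM, a log2 fold change of 2.09 (SE 0.29, adjusted p = 0.0203). Col5a1 rose from 16.8 ± 2.92 to 32.7 ± 3.33 FPKM, a log2 fold change of 0.93 (SE 0.15, adjusted p = 0.0292). The groups did not overlap for Col1a2, Col4a4 and Col5a1.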

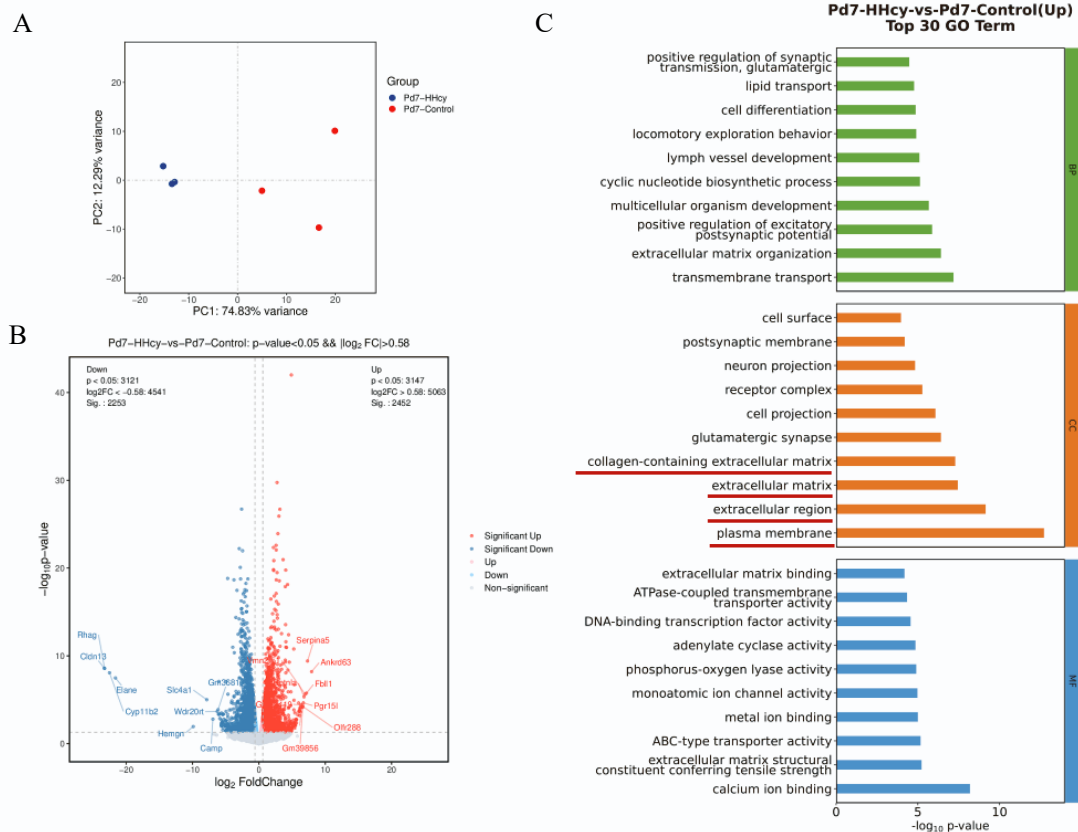

**Supplementary Figure 4: Maternal HHcy induces changes in transcript levels in the ovarian tissue of F1 on Pd7.** A. PCA plot of RNA-seq results of ovarian tissue on Pd7 in generation F1, indicating good sample consistency within the group. B. Volcano plot showing that 2452 genes were upregulated and 2253 genes were downregulated in the Pd7-HHcy group compared with the Pd7 control group. C. GO enrichment analysis of differentially expressed genes revealed that the most significant functional changes associated with CC (cellular component) included mainly those associated with the collagen-containing extracellular matrix, extracellular matrix, extracellular region, and plasma membrane.

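At Pd7, PC1 held 81.1% of the variance and PC2 8.48%. The gap between the diets on PC1 was 22.9, the F1-Control libraries spanned 18.4 and the F1-HHcy libraries 2.39.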

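Under the same rule at Pd7 (adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment and no overlap), the 5 genes with the largest rise were Cyp17a1, Oog3, Cyp11a1, Serpina5 and Mgarp. Cyp17a1 rose from 3.49 ± 4.80 to 136 ± 62.2 FPKM, a log2 fold change of 5.34 (SE 0.63, adjusted p = 0.00250). Oog3 rose from 1.28 ± 0.901 to 38.7 ± 7.01 FPKM, a log2 fold change of 4.17 (SE 0.25, adjusted p = 2.48e-04). The other 3 had log2 fold changes of 3.37 to 3.85. The 5 with the largest fall were Crygb, Sohlh1, Hba-a2, Hba-a1 and Sycp3. Crygb fell from 18.0 ± 11.9 to 0.714 ± 0.369 FPKM, a log2 fold change of -3.26 (SE 0.43, adjusted p = 0.00335). Sohlh1 fell from 48.9 ± 19.2 to 6.49 ± 0.858 FPKM, a log2 fold change of -2.66 (SE 0.26, adjusted p = 0.00121). The other 3 had log2 fold changes of -2.61 to -2.52. Hba-a2 was -1.69 without F1-Control replicate 1, and the 4 hemoglobin genes together fell by a mean of 2.46. Serpina5 was the only 1 of 14 genes labelled legibly in Figure S4B that passed the filter of 1 FPKM in 3 libraries, from 0.0688 to 11.5 FPKM.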

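Among the collagen and laminin genes at Pd7, Col6a1 rose from 201 ± 50.8 to 211 ± 19.6 FPKM, a log2 fold change of 0.10 (SE 0.21, adjusted p = 0.765), with overlapping groups. Col11a1 rose from 7.42 ± 2.12 to 18.8 ± 3.42 FPKM, a log2 fold change of 1.25 (SE 0.20, adjusted p = 0.00682). Col6a4 rose from 7.90 ± 2.92 to 24.4 ± 5.78 FPKM, a log2 fold change of 1.55 (SE 0.26, adjusted p = 0.00747).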

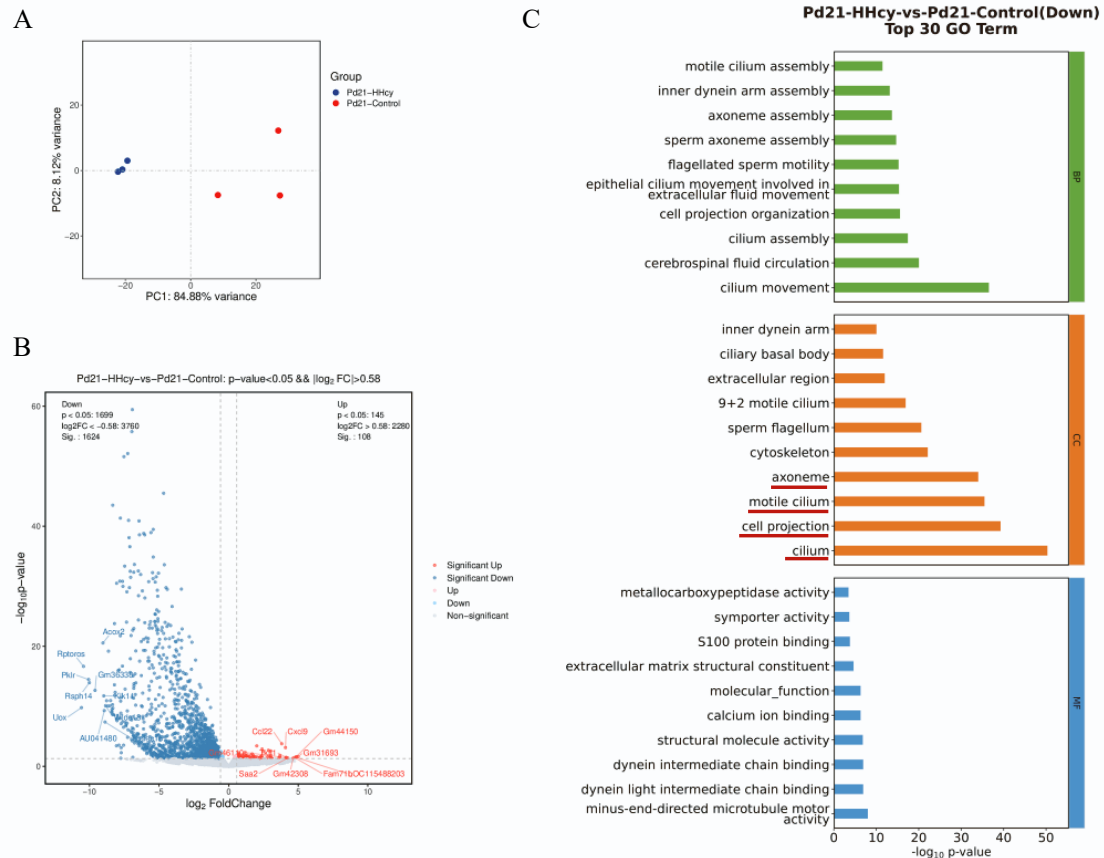

**Supplementary Figure 5: Maternal HHcy causes changes in transcript levels in the ovarian tissue of F1 on Pd21.** A. PCA plot of RNA-seq results of ovarian tissue on Pd21 in generation F1, indicating good sample consistency within the group. B. Volcano plot showing that 108 genes were upregulated and 1624 genes were downregulated in the Pd21-HHcy group compared with the Pd21-control group. C. GO enrichment analysis of differentially expressed genes revealed that the most significant functional changes associated with CC (cellular component) included mainly the axoneme, motile cilium, and cell projection cilium.

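At Pd21, PC1 held 79.1% of the variance and PC2 10.0%. The gap between the diets on PC1 was 28.0, the F1-Control libraries spanned 22.1 and the F1-HHcy libraries 4.51. Without F1-Control replicate 3, PC1 held 51.6%.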

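At Pd21 no gene with a rise met the same rule (adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment and no overlap). The 5 genes with the largest fall were Ovgp1, Dynlrb2, Ccdc153, Tmem212 and Foxj1. Ovgp1 fell from 206 ± 164 to 1.19 ± 0.867 FPKM, a log2 fold change of -6.13 (SE 0.73, adjusted p = 0.00541). Dynlrb2 fell from 109.8 ± 70.9 to 0.575 ± 0.278 FPKM, a log2 fold change of -5.96 (SE 0.40, adjusted p = 9.55e-04). The other 3 had log2 fold changes of -5.92 to -5.14. Of 13 genes labelled legibly in Figure S5B, 5 passed the filter of 1 FPKM in 3 libraries, all of them lower. AU041480 fell from 11.7 ± 5.41 to 0.0243 ± 0.0421 FPKM, a log2 fold change of -3.54 (SE 0.29, adjusted p = 0.00146). Rptoros fell from 10.5 ± 3.74 to 0.00656 ± 0.0114 FPKM, a log2 fold change of -3.47 (SE 0.23, adjusted p = 9.55e-04). The other 3, Rsph14, Uox and Acox2, were at 0, 0 and 0.00818 FPKM on average in F1-HHcy.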

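Marker genes of multiciliated cells fell at Pd21 by a mean log2 fold change of 2.34 (adjusted p = 2.90e-47 from limma's camera with Benjamini-Hochberg adjustment), with 23 of 24 genes down. Of these, 21 had an adjusted p under 0.05 over all genes tested and 23 when adjusted over the list alone. Cfap44 fell from 3.06 ± 0.465 to 0.0774 ± 0.0655 FPKM, a log2 fold change of -1.91 (SE 0.17, adjusted p = 0.00201). Tppp3 fell from 98.1 ± 53.4 to 9.06 ± 2.25 FPKM, a log2 fold change of -3.19 (SE 0.36, adjusted p = 0.00423). Ccno rose from 81.3 ± 14.9 to 89.8 ± 13.1 FPKM, a log2 fold change of 0.15 (SE 0.18, adjusted p = 1.00), as the exception.

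Axonemal dynein genes, which encode the motors of cilia, fell by 0.93 (adjusted p = 6.04e-14), with 14 of 14 down, 4 of them under 0.05 over all genes tested and 9 adjusted over the list alone. Without F1-Control replicate 1 the mean was -0.32 (adjusted p = 0.0560) over the 6 genes that then passed the filter, without F1-Control replicate 2 it was -0.52 and without F1-Control replicate 3 -0.46. Dnah5 fell from 3.71 ± 1.80 to 0.0833 ± 0.0375 FPKM, a log2 fold change of -2.05 (SE 0.28, adjusted p = 0.00782). Markers of the secretory epithelium of the oviduct, a tissue next to the ovary, fell as well, by 1.62 (adjusted p = 2.51e-13), with 13 of 13 down, 4 of them under 0.05 over all genes tested and 10 adjusted over the list alone.

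**Figure D2:**
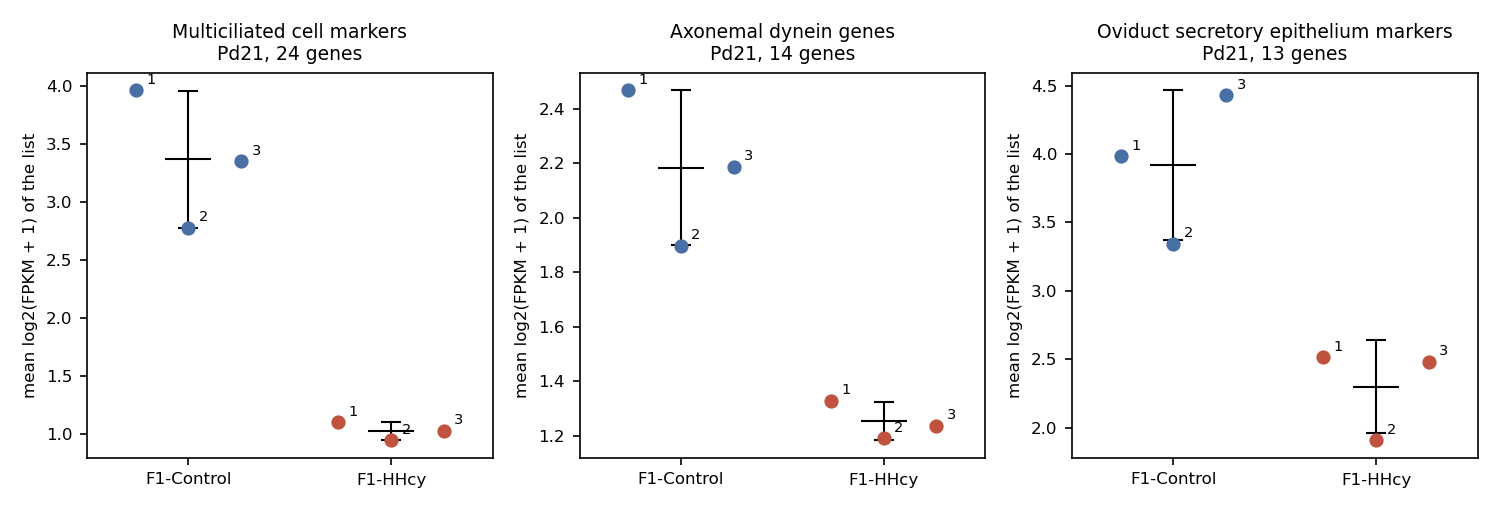
Mean log2(FPKM + 1) of the multiciliated cell markers, the axonemal dynein genes and the oviduct secretory epithelium markers in F1-Control and F1-HHcy ovaries at Pd21; each point is a library with its replicate number, the bar is the mean and the whisker the SD (n = 3), and the y axes differ between panels and do not start at 0. The multiciliated cell markers sit at 3.97, 2.78 and 3.35 in the F1-Control libraries, all above the F1-HHcy libraries at 1.10, 0.942 and 1.03.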

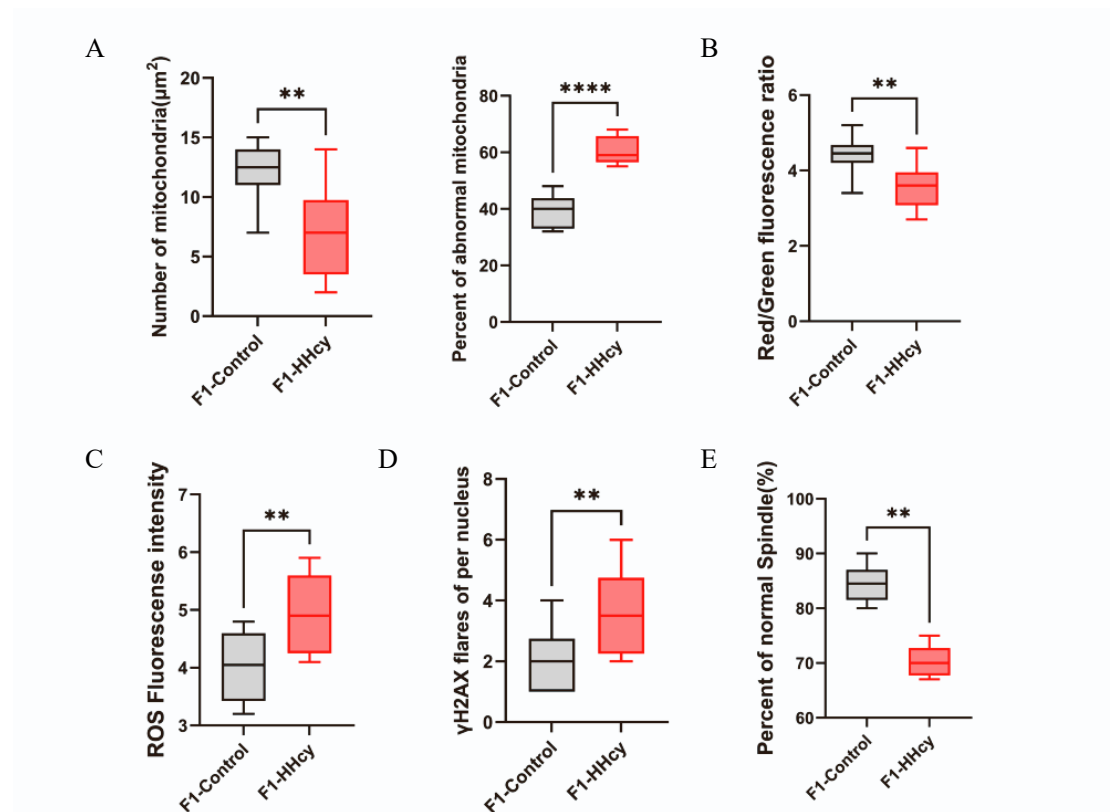

**Supplementary Figure 6: Assessment of oocyte quality in F1 female mice.** A. Quantification of the number of mitochondria in oocytes from F1 female mice (counting method: each oocyte was divided into four quadrants, the number of mitochondria in each quadrant was counted in 1  $\mu\text{m}^2$ , and 3 oocytes were counted in each group), and the proportion of abnormal mitochondria in the oocytes was determined (n=3). B. Quantification of mitochondrial function in F1 female mouse oocytes using JC-1 staining (n=12). C. Quantification of oocyte ROS levels in F1 female mouse oocytes (n=12). D. Quantification of gamma-H2AX fluorescence foci in oocytes from F1 female mice to assess DNA damage (n=12). E. Quantification of the proportion of normal spindle bodies by tubulin fluorescence staining of oocytes from F1 female mice (n=25). The data are presented as box plots (median with interquartile range), and statistical analysis was performed using the Mann-Whitney U test. \*P<0.05, \*\*P<0.01, \*\*\*P<0.001, \*\*\*\*P<0.0001.

How the deposited data were processed for this re-analysis (not part of the article)

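Ovarian RNA of F1 mice at Pd3, Pd7 and Pd21, from dams on a high-methionine or a control diet, was sequenced by the authors with 3 libraries per diet and day. The paper's text names the sequencing company and its cloud platform and names no aligner, genome build, annotation or test for these data, and the labels describe stranded poly-A libraries in 2 batches, Pd3 with Pd7 and Pd21 alone. The authors deposited 1 value per gene symbol and library on a linear scale, for 30172 genes. These deposited values were read as FPKM, since a length per gene and a factor per library turned them into whole fragment numbers, and the fragments recovered in this way made up at least 99.996% of the total of every library. Depth ranged from 33630641 to 39399281 fragments per library, at which 1 fragment on a gene of 1 kilobase lies far below the filter of 1 FPKM.

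Diets were compared for each day separately with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with a trend of the variance on the mean, for genes with at least 1 FPKM in at least 3 of the 6 libraries. A gene was called with an unadjusted p under 0.05 and a log2 fold change above 0.58 in size, the criterion printed in the study's volcano plots, and adjusted p-values are by the Benjamini-Hochberg method. The difference of the diet effect between 2 days was tested in 1 model of the 6 groups on all 18 libraries with 14607 genes. It cannot separate age from batch where Pd21 takes part, although each diet effect lies within a batch.

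Of 30 gene lists written from general knowledge, those with at least 3 tested genes on a day were compared with limma's camera at a preset correlation of 0.01, which gave 75 tests of lists and days, and checked with fry. Reactome pathways came from the mouse file of fgsea 1.28.0 (1457 pathways, with 29023 of the symbols paired with Entrez identifiers) and were tested with a 1-sided Fisher's exact test. Principal components were computed on the 500 most variable genes of a day. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

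Some tests and listings were chosen only after the results were seen, as stated where they are given. The other comparisons, tests, thresholds, lists and alternatives and the rule for naming genes were chosen before the data were examined. The rule names every gene of the paper's heatmap and text and each legible label of its volcano plots, the 5 largest rises and falls of a day among genes with an adjusted p under 0.05 and no overlap between the groups, and of each reported list the 3 most abundant genes and the 3 with the smallest p. The text gives a part of these with full statistics and counts the rest. The test on log2 values was the choice set in advance for the case that the files held normalized values. The test was tried on simulated data with the study's groups and 200 altered genes per day. Alternatives were a pseudocount of 0.1, no filter on low values, all 18 libraries in 1 model, the replicate number as a block, leaving out mitochondrially encoded and hemoglobin genes, the adjusted p as threshold, all genes in the principal components, and each library left out in turn. Median-ratio scaling and limma-voom on the recovered fragments, with and without a filter, were added after seeing the data. No library was left out of the reported results, and all 18 were mapped to their groups by their labels.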

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

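Chosen only after the results were seen were the tests of gene lists between days and the tests of a single library behind the immediate early genes at Pd3 and the ribosomal protein genes at Pd21.

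The diet effect differed between days for single genes. With an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment, it differed between Pd3 and Pd7 for 60 genes (15 with a larger and 45 with a smaller value at Pd7), between Pd3 and Pd21 for 671 (119 larger and 552 smaller at Pd21) and between Pd7 and Pd21 for 568 (144 larger and 424 smaller). When the diets were regrouped at random within each day, 5 of 100 regroupings, the real one included, gave at least as many genes for Pd3 and Pd7, 1 for Pd3 and Pd21, and 3 for Pd7 and Pd21. The largest random count was 819, 477 and 1203, respectively. The counts were fitted again with a replicate of 1 diet left out on all 3 days. For Pd3 and Pd7 the count ran from 0 without F1-HHcy replicate 2 to 173 without F1-HHcy replicate 3, against 2017 genes at an unadjusted p under 0.05 with all libraries. For Pd3 and Pd21 it ran from 103 without F1-Control replicate 1 to 1021 without F1-HHcy replicate 3, and for Pd7 and Pd21 from 67 without F1-Control replicate 1 to 644 without F1-HHcy replicate 1. For Pd3 against Pd21 no random regrouping gave as many genes, which argues against an arbitrary division of the libraries. The shares of 3 and 5 of 100 for the other comparisons are too close to be told apart with 100 draws. Both of these comparisons had a random count above the real one, so the regroupings do not settle them. Age and batch remain open for the comparisons with Pd21, since the labels confound them, and a diet effect that changes with age remains open beside them.

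The growing oocyte markers rose less at Pd7 than at Pd3, with a difference of -1.42 in the mean log2 fold change, and 21 of 100 regroupings gave a difference as large in size. The pattern may follow from ovaries further along in development at Pd3. The diet effect at Pd3 correlated across 13998 genes with the change from Pd3 to Pd7 in controls (r = 0.865), and genes are not independent replicates. Controls shared by both differences gave r from 0.170 to 0.264 in simulated data without a diet effect, and r was 0.752 to 0.783 when separate controls entered the 2 differences. The markers themselves rose by 2.30 from Pd3 to Pd7 in controls. The germ cell and primordial oocyte markers fell by 0.72 over the same days in controls. A diet effect on the timing of follicle growth and a wrong age or label of single libraries both remain open.

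Between Pd3 and Pd21 the diet effect on the lists changed by -0.73 for collagens and laminins (6 of 100 regroupings as large in size), -0.41 for integrins (3), -0.68 for steroidogenesis (17), -0.54 for claudins and tight junctions (13), -2.38 for multiciliated cell markers (5), -1.63 for growing oocyte markers (12) and 0.83 for germ cell and primordial oocyte markers (7). Between Pd7 and Pd21 it changed by -0.56 for collagens and laminins (11), -1.14 for steroidogenesis (6), -0.52 for claudins and tight junctions (17), -2.35 for multiciliated cell markers (8) and 1.32 for germ cell and primordial oocyte markers (6). A difference that lies in 1 day is matched whenever the real division of that day is drawn from its 10, so a larger share does not count against the difference of such a list. The integrin share was the smallest of these lists. It was not adjusted for the number of lists, so it does not settle the question for the integrins. The adjusted p-values from limma's camera ran from 3.81e-35 to 0.0390. Batch cannot be told apart from age in any of these.

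Several lists outside those the paper discusses were higher in F1-HHcy. At Pd3 these were ribosomal protein genes (0.16, with 69 of 80 genes up), smooth muscle markers (0.84, with 7 of 7) and endothelial markers (0.62, with 8 of 8). Of the 10 ways to divide the 6 libraries into 3 and 3, a mean as large in size came from 4, 4 and 1, and 10 ways can never give a share below 0.1. The ribosomal mean was 0.047 without F1-Control replicate 3, 0.068 without F1-HHcy replicate 1, 0.24 without F1-Control replicate 1 and 0.27 without F1-HHcy replicate 3. The smooth muscle mean was 0.45 without F1-HHcy replicate 1 (adjusted p = 0.0686, no longer past the threshold) and 1.47 without F1-HHcy replicate 3, whose level of 2.82 lay below all controls while the other F1-HHcy libraries lay above them. At Pd21 the smooth muscle markers were lower, by 0.63 with 9 of 9 genes down (adjusted p = 9.50e-07), and the difference between the days was not tested. All 3 lists also rose from Pd3 to Pd7 in the controls, by 0.438, 1.773 and 0.715, which is what a development ahead of age would give. This is a hypothesis, and a larger share of stroma and vessels in the dissected tissue remains open as well, untested.

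Immediate early genes, which respond within minutes to handling of tissue, were higher at Pd3 in F1-HHcy by 1.05, and 6 of 10 divisions gave a mean as large in size. Handling or dissection time could produce this. The mean level lay above all controls in 2 of 3 F1-HHcy libraries, where a single one was predicted for handling and all 3 otherwise, which leaves the explanation open. The library means were 4.81, 3.95 and 7.74 in F1-HHcy against 4.30, 4.71 and 4.35 in the controls, and Fos stood at 818 FPKM in F1-HHcy replicate 3 against 38.4 to 53.6 in the controls. Without F1-HHcy replicate 3 the mean was -0.076, opposite in direction. It was 0.99 without F1-Control replicate 3 (adjusted p = 0.0635, no longer past the threshold) and 1.82 without F1-HHcy replicate 2. From Pd3 to Pd7 the list fell by 1.80 in controls, opposite to the diet effect.

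Adipocyte markers were higher at Pd7 by 0.87, with 5 of 5 genes up, and 1 of 10 divisions, the real one, gave a mean as large. The adjusted p was 0.0169, and the list no longer passed without a filter on low values (0.43, adjusted p = 0.293), with all 18 libraries in 1 model (0.54, adjusted p = 0.253), without F1-HHcy replicate 2 (0.68, adjusted p = 0.0803) or replicate 3 (0.71, adjusted p = 0.107), or without F1-Control replicate 1 (0.69, adjusted p = 0.120). At Pd21 the list was lower, by 1.67 with 8 of 8 genes down (adjusted p = 5.58e-06) and by 1.02 without F1-Control replicate 3, and the difference between the days was not tested. Adipose tissue beside the ovary would bring its abundant transcripts along. Of Adipoq, Fabp4 and Cfd, 1 (Cfd) was higher in all 3 F1-HHcy libraries than in the controls, while all were higher on average, Adipoq at 1.15 FPKM against 0.834, Fabp4 at 10.2 against 8.07 and Cfd at 4.82 against 0.439. With overlapping groups for Adipoq and Fabp4, adipose tissue in the F1-HHcy libraries cannot be told apart from a diet effect, and both stay open.

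Ribosomal protein genes were higher at Pd21 by 0.13, with 78 of 80 genes up, and 7 of 10 divisions gave a mean as large in size. Without F1-HHcy replicate 3 the mean was -0.0078, without F1-Control replicate 3 it was 0.019 (adjusted p = 0.116) and without F1-HHcy replicate 2 it was 0.068 (adjusted p = 0.112), so each of 3 libraries may decide the rise. It was 0.34 without F1-HHcy replicate 1 and 0.26 without F1-Control replicate 2. No biological explanation was tested.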

How the results depend on the processing

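Both fits of limma-voom, median-ratio scaling and the listing of the oxidative phosphorylation, adenylate cyclase, PPAR, Hippo and dynein lists as results of their own were chosen only after the results were seen. The cause was not tested for any change below unless a cause is given. For the replicate block, the residuals of libraries with the same number correlated across genes by -0.149, -0.137 and -0.2 at Pd3, 0.0598, -0.109 and 0.0872 at Pd7 and -0.159, -0.117 and -0.338 at Pd21, so the numbers do not pair the libraries.

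With the adjusted p as threshold, a stricter criterion by construction, the counts fell to 210 higher and 167 lower genes at Pd3, 750 higher at Pd7, and 0 higher (914 genes of either direction at an unadjusted p under 0.05) and 298 lower at Pd21. Reactome pathways then numbered 16 at Pd3, 15 at Pd7 and 0 at Pd21 (29 at an unadjusted p under 0.05 for the genes as reported). With limma-voom on fragments the counts were 1254 higher and 1181 lower of 18043 genes at Pd3, 2379 and 1767 of 18119 at Pd7, and 35 and 1329 of 18135 at Pd21. Without a filter limma-voom gave 1677 and 1511, 2987 and 2214, and 213 and 1808. The few higher genes at Pd21 numbered 17 with a pseudocount of 0.1, 5 without a filter, 22 with all 18 libraries in 1 model and 17 with the replicate block, which also gave 14 genes for the interaction of Pd3 with Pd7. The other counts of genes stayed within 1.5 times the reported ones under the alternatives that kept all libraries.

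Without a filter on low values, the collagen and laminin genes at Pd7 were at 0.23 (adjusted p = 0.0592, against 0.00222 to 0.284 with a library left out) and the integrin genes at Pd3 at 0.13 (adjusted p = 0.366, against 0.00925 to 0.0403), and the oxidative phosphorylation genes at Pd21 turned to -0.013 (adjusted p = 0.648). With all 18 libraries in 1 model, the growing oocyte markers at Pd7 kept 0.49 with an adjusted p of 0.410 (0.00337 to 0.270 with a library left out), and the oxidative phosphorylation genes were at -0.13 at Pd3 (adjusted p = 0.0504) and -0.013 at Pd21 (adjusted p = 0.418). Median-ratio scaling put the oxidative phosphorylation genes at Pd3 at -0.10 (adjusted p = 0.0536, against 2.58e-06 to 0.360 with a library left out). Reactome pathways numbered 20 at Pd3 with all 18 libraries in 1 model, 16 and 20 at Pd7 with a pseudocount of 0.1 and without a filter, and 6 and 5 at Pd21 without mitochondrially encoded and hemoglobin genes and with median-ratio scaling. PC1 held 62.6%, 65.7% and 49.7% at Pd3, Pd7 and Pd21 with all genes tested and 77.2% at Pd7 without a filter. The remaining list results given at the claims kept their direction and side of the threshold under all alternatives that kept all libraries.

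With each library left out in turn, which also leaves fewer libraries in the test, the higher and lower genes ran from 488 to 920 and 424 to 1028 at Pd3 (1028 without F1-HHcy replicate 3), 716 to 1550 (716 without F1-Control replicate 2) and 672 to 1234 at Pd7, and 4 to 105 (105 without F1-Control replicate 2) and 359 to 903 (359 without F1-Control replicate 3) at Pd21. The interaction counts, with the replicate left out on all days, ran from 0 to 173, 103 to 1021 and 67 to 644, the Reactome pathways from 21 to 29 (21 without F1-HHcy replicate 2), 12 to 32 (12 without F1-HHcy replicate 2) and 2 to 12 (12 without F1-HHcy replicate 1), and the share of PC1 from 66.3 to 93.1%, 79.5 to 84.6% and 51.6 to 84.9% (51.6% without F1-Control replicate 3). The next count leaves aside the collagen and laminin, integrin, steroidogenesis, claudin, multiciliated cell, growing oocyte and germ cell lists. Results of the other lists with an adjusted p under 0.05 numbered 24 over the 3 days and 20 to 28 with a library left out. These other lists include the oxidative phosphorylation, adenylate cyclase and axonemal dynein genes given at the claims.

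Of the lists, the collagen and laminin genes ran from 0.33 to 0.53 at Pd3, 0.074 to 0.41 at Pd7 (0.074 without F1-Control replicate 2, 0.22 without F1-HHcy replicate 2, both no longer past the threshold) and -0.55 to -0.14 at Pd21 (-0.14 without F1-HHcy replicate 2, no longer past it). Steroidogenesis ran from 0.26 to 0.63 at Pd3 (0.26 without F1-HHcy replicate 1, no longer past it). The PI3K-AKT-mTOR core genes ran from -0.20 (without F1-HHcy replicate 3) to -0.075 (without F1-HHcy replicate 1) at Pd3. At Pd7 they ran from -0.016 (without F1-Control replicate 2) to 0.13. At Pd21 they ran from -0.039 to 0.043 (-0.039 without F1-HHcy replicate 1, -0.016 and -0.014 without F1-Control replicates 1 and 2). Growing oocyte markers ran from 0.34 to 0.60 at Pd7 (0.34 without F1-Control replicate 1 and 0.40 without F1-HHcy replicate 3, no longer past it) and 0.11 to 0.46 at Pd21 (0.46 without F1-Control replicate 1, 0.11 without F1-Control replicate 3). Germ cell and primordial oocyte markers ran from -1.08 to -0.41 at Pd3 (-0.41 without F1-HHcy replicate 1) and -0.044 to 0.26 at Pd21 (-0.044 without F1-HHcy replicate 1, and 0.26 without F1-HHcy replicate 2, now past it). Oxidative phosphorylation ran from -0.21 to -0.076 at Pd3 (-0.10 without F1-HHcy replicate 3, -0.076 and -0.11 without F1-Control replicates 1 and 2, no longer past it), -0.62 to -0.30 at Pd7 (-0.30 without F1-Control replicate 2) and -0.094 to 0.16 at Pd21 (0.16 without F1-HHcy replicate 1, now past it, -0.094 and -0.047 without F1-HHcy replicates 2 and 3, -0.073 without F1-Control replicate 3). Integrin genes ran from 0.027 (without F1-Control replicate 2) to 0.18 at Pd7 and from -0.12 to -0.0027 (without F1-Control replicate 2) at Pd21, and Hippo core genes from -0.20 (without F1-Control replicate 1) to -0.020 (without F1-Control replicate 3) at Pd21, none of them past the threshold. PPAR and lipid genes ran from 0.085 (without F1-HHcy replicate 1) to 0.24 at Pd3 and from 0.22 to 0.35 at Pd7 (0.29 without F1-HHcy replicate 1 and 0.35 without F1-Control replicate 3, now past it). Claudins ran from -0.70 to -0.32 at Pd21 (-0.32 without F1-Control replicate 3, -0.41 without F1-Control replicate 1) and axonemal dyneins from -0.97 to -0.32 (-0.32 without F1-Control replicate 1, over 6 genes and no longer past it, and -0.52 and -0.46 without F1-Control replicates 2 and 3). Immediate early genes at Pd3 ran from -0.076 to 1.82 and ribosomal protein genes at Pd21 from -0.0078 to 0.34, each reversed without F1-HHcy replicate 3 of the day.

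Of 462 results for single named genes, 281 kept their call and direction under all alternatives run, 0 reversed while called, and 79 without a call changed sign in at least 1 alternative. With all libraries kept there were 7 such changes of sign, counted once for each gene result and alternative. Not run were the alternatives that need deposited counts, namely TMM and library-size normalization, DESeq2 with its test and transformation, and filters on counts. Genes under 1 FPKM were not tested, which leaves changes of weakly expressed genes unreported. Counting error was not compared with the spread between libraries.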

Differences from the paper's values

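Both fits of limma-voom named below were chosen only after the values were seen, and the other alternatives were set before the data were examined.

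At Pd3, 664 genes were higher against the paper's 1881, and none of the alternatives set before the data were examined closed the gap. With limma-voom on fragments, chosen after seeing the values, the count was 1254, and 1677 without a filter. At Pd3, 629 genes were lower against the paper's 1096. With a pseudocount of 0.1 the count was 770, and without F1-HHcy replicate 3 it was 1028, both within 1.5 times the paper's, and no other alternative set before the data were examined came as close. With limma-voom, chosen after seeing the values, it was 1181, and 1511 without a filter.

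At Pd7, 1205 genes were higher against the paper's 2452, and 978 were lower against the paper's 2253. None of the alternatives set before the data were examined closed either gap. With limma-voom on fragments, chosen after seeing the values, 2379 were higher and 1767 lower, and without a filter 2987 and 2214.

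At Pd21, 11 genes were higher against the paper's 108. Without F1-Control replicate 2 the count was 105, and no other alternative closed the gap. Both fits of limma-voom, chosen after seeing the values, gave 35 and 213. At Pd21, 675 genes were lower against the paper's 1624, and none of the alternatives set before the data were examined closed the gap. With limma-voom, chosen after seeing the values, it was 1329, and 1808 without a filter.

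The paper places the PI3K-AKT pathway among those raised at Pd3 and Pd7 and lowered at Pd21. The mean log2 fold change of its core genes was -0.13 at Pd3, 0.057 at Pd7 and 0.0041 at Pd21, with adjusted p-values of 0.262, 0.656 and 0.616 from limma's camera, and the matching Reactome pathway did not pass on any day. The paper's KEGG pathway, whose members include many ECM genes and receptors, was not tested. For PPAR, raised in the paper, the lists gave 0.20 at Pd3 and 0.27 at Pd7 (adjusted p = 0.137 and 0.115), and the Pd7 test passed without F1-HHcy replicate 1 or F1-Control replicate 3 (adjusted p = 0.0413 and 0.0480).

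The paper reads the genes raised at Pd3 and Pd7 as a sign of active metabolism and the genes lowered at Pd21 as one of a lower metabolic level. The oxidative phosphorylation genes had means of -0.13 at Pd3, -0.50 at Pd7 and 0.0062 at Pd21. The Pd7 mean was -0.30 without F1-Control replicate 2. Under fry the list had no adjusted p under 0.05 on any day. For Hippo signaling, lowered at Pd21 in the paper, the list gave -0.12 (adjusted p = 0.650), and the Reactome pathway held 1 of 19 genes among the lower ones. The Reactome pathway of tight junction interactions held 0 of 10, while the list of claudins and tight junctions was lower.

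The paper's heatmap for Pd3 shows 24 raised genes. Of these, Nr4a1, Dusp1 and Angpt4 rose without passing the study's criterion. Nr4a1 passed with all 18 libraries in 1 model and without F1-HHcy replicate 2 (2.29), and Angpt4 with all 18 libraries in 1 model and without F1-HHcy replicate 3 (1.70). Without F1-HHcy replicate 3 Nr4a1 was 0.64, and without F1-HHcy replicate 1 Angpt4 was 0.59.

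The paper's volcano plots label genes at the extremes. Of the legible labels, 2 of 12 at Pd3, 1 of 14 at Pd7 and 5 of 13 at Pd21 passed the filter of 1 FPKM in 3 libraries, and the others were not tested.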

Other observations

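Chosen only after the result was seen were the tests of other tissue carried along at Pd21, of blood at Pd3, of adrenal tissue at Pd7 in the form given here, and of swapped labels of F1-HHcy libraries at Pd3.

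Transcripts of the proteins that the paper measured by other methods were tested in the libraries with limma and Benjamini-Hochberg adjustment. Ddx4, which encodes MVH, stood at 21.1 and 14.3 FPKM in F1-Control and F1-HHcy at Pd3 (log2 fold change -0.56, adjusted p = 0.122), 15.9 and 6.55 at Pd7 (-1.16, adjusted p = 0.00382) and 5.46 and 5.18 at Pd21 (-0.027, adjusted p = 1.00). Without F1-HHcy replicate 3 Ddx4 was -0.67 at Pd3 and then passed the study's criterion. Foxo3 had log2 fold changes of -0.51, -0.14 and -0.062 on the 3 days (adjusted p = 0.154, 0.615 and 1.00), and at Pd3 it was -0.69 and past the criterion without F1-HHcy replicate 3. Mtor had 0.14, 0.22 and -0.088, and Rps6 0.20, -0.091 and 0.083, none of them called. Akt1 had 0.065, -0.18 and -0.11, and Akt2 -0.21, -0.39 and -0.12, none of them called. For RPS6, mTOR, FOXO3a and AKT at Pd7, the paper reports raised phosphorylation without a significant change in total protein. Transcript levels do not measure phosphorylation. Amh had 1.31 at Pd7 (adjusted p = 0.0926, and 0.92 without F1-HHcy replicate 3, no longer called) and -0.20 at Pd21.

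The 6 libraries of a day can be divided into 3 and 3 in 10 ways, and this number can never give a share below 0.1. At Pd3 the real division alone (1 of 10) gave as many higher genes, lower genes and Reactome pathways as reported, and as large a mean for the collagen and laminin, integrin, adenylate cyclase, growing oocyte and endothelial lists. A mean as large in size came from 2 of 10 for the oxidative phosphorylation and the germ cell lists, and from 3 of 10 for steroidogenesis, the PI3K-AKT-mTOR core and PPAR. At Pd7 it was 1 of 10 for higher genes, lower genes, Reactome pathways, integrins, adenylate cyclases, steroidogenesis, PPAR, germ cell, growing oocyte, adipocyte and oxidative phosphorylation lists, 3 of 10 for collagens and laminins, and 5 of 10 for the PI3K-AKT-mTOR core. At Pd21 it was 1 of 10 for lower genes, claudins, dyneins and multiciliated cell markers, 3 of 10 for integrins and growing oocyte markers, 4 of 10 for collagens and laminins, 5 of 10 for Reactome pathways and Hippo, 7 of 10 for germ cell markers, 8 of 10 for the PI3K-AKT-mTOR core, 9 of 10 for oxidative phosphorylation and 10 of 10 for higher genes.

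Lower genes outnumbered higher ones at Pd21. With each library centred on its median the counts were 36 higher and 602 lower, which argues against a few abundant genes that shift all others. After the trend of each library on length and GC content was removed they were 42 and 556, for the 97.9% of genes with both values, which argues against such a trend as the whole cause. Among genes with a mean of at least 10 FPKM they were 2 and 151, which argues against a limit by depth. A candidate explanation is other tissue carried along with the control ovaries. Genes outside the marker lists that were lower against 2 control libraries sat, in the control library left out, at a median share of the difference of 0.529 for F1-Control replicate 2, 1.28 for replicate 1 and 1.04 for replicate 3, the multiciliated cell markers at 0.668, 1.44 and 1.01 and the oviduct secretory epithelium markers at 0.492, 1.13 and 1.64. Replicate 2 was the lowest each time, and the order of replicates 1 and 3 differed for the oviduct list. The share of higher genes among the called ones was 15.5% without F1-Control replicate 2 and 11.2% without F1-Control replicate 1. A diet effect on the ovary itself stays open, as does one on the oviduct or the hilum.

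The multiciliated cell markers fell at Pd21 together with the oviduct secretory epithelium markers, whose mean was -1.62, as was predicted for oviduct epithelium carried along with the control ovaries. Ovgp1 averaged 206 FPKM in the controls and 1.19 in F1-HHcy, and Pax8 7.82 and 0.553. This is consistent with less oviduct tissue in the F1-HHcy libraries, although Emx2 and Krt7, which the ovary expresses too, make the list less specific. Whether the diet altered the oviduct was not tested.

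Erythroid markers fell by 3.10 at Pd3 and by 2.02 at Pd7, and granulocyte markers by 2.96 and 2.65, the last over 3 genes and not past the threshold (adjusted p = 0.0790). The erythroid fall at Pd7 was 1.21 without F1-Control replicate 1 and 1.41 without a filter on low values. The 4 hemoglobin genes had means of -3.01 at Pd3 and -2.46 at Pd7, against -3.12 and -1.57 for the other erythroid markers. They belong to the erythroid list, so their fall restates the pattern, and less blood in the F1-HHcy libraries cannot be told apart from a diet effect on blood cells by it. In controls the erythroid markers fell by 2.23 from Pd3 to Pd7, so a more advanced age would lower them at Pd3 too. Among the markers of adrenal cortex at Pd7, Cyp11b2 stood at 2.65 FPKM and Cyp21a1 at 1.35 in F1-Control replicate 2, and Akr1b7 at 1.95 and Mc2r at 1.19, all of them highest in that library. Of Cyp11b1, Cyp21a1, Mc2r and Akr1b7, 4 were lower on average in F1-HHcy, as predicted for adrenal tissue carried along with the control ovaries. Cyp11b1, abundant in adrenal tissue, was at most 0.0472 FPKM, but it is a paralog of Cyp11b2 and the pair may share reads. Mrap, the remaining marker of the list, went the other way, with 1.53, 1.39 and 3.72 FPKM in the controls against 6.53, 6.38 and 5.17 in F1-HHcy. The high values lie near the filter and in 1 library, so adrenal tissue cannot be told apart from low expression in the ovary.

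Of the 18 libraries, 8 were nearest to a library of another group, namely all F1-HHcy libraries at Pd3, all F1-Control libraries at Pd7, F1-Control replicate 2 at Pd21 and F1-HHcy replicate 1 at Pd21, so the nearest library alone marks no wrong label. Across 14607 genes, F1-HHcy replicate 1 at Pd3 was nearest to F1-Control replicate 3 at Pd7 (r = 0.990) and F1-HHcy replicate 2 at Pd3 to F1-Control replicate 1 at Pd7 (r = 0.988), whereas F1-HHcy replicate 3 at Pd3 was nearest to F1-Control replicate 2 at Pd3 (r = 0.969). On a line from the Pd3 controls (0) to the Pd7 controls (1), each control placed on a line drawn without it, the F1-HHcy libraries at Pd3 lay at 1.14, 0.929 and 0.355, and the controls at Pd7 at 0.5796, 0.921 and 1.08. A swap of F1-HHcy replicates 1 and 2 at Pd3 with controls of Pd7 would put 2 controls of Pd7 near 0, and the second lowest lay at 0.921, which argues against it. For a swap of 1 of them, the lowest control at 0.5796 lies between the 2 ends, so it cannot be told apart from spread between libraries. The libraries labelled F1-HHcy at Pd7 lay at 1.28, 1.26 and 1.21.

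Other marker lists also passed camera. Granulosa markers were higher by 1.08 at Pd3 (adjusted p = 0.00704, with 7 of 10 genes up) and by 0.77 at Pd7 (adjusted p = 0.00122, with 11 of 15), and theca and interstitial markers by 1.96 at Pd7 (adjusted p = 4.72e-08, with 10 of 10), each with a mean level above all controls in 3 of 3 F1-HHcy libraries and past the threshold with each library left out. By fry the theca markers passed (adjusted p = 0.0422) and the granulosa markers did not (adjusted p = 0.0774 at Pd3 and 0.159 at Pd7). Of the theca list, Cyp17a1, Cyp11a1, Star, Hsd3b1 and Lhcgr are steroidogenesis genes as well. In controls the granulosa markers rose by 1.13 from Pd3 to Pd7 and the theca markers by 0.54 (adjusted p = 0.0907). Ovarian surface epithelium markers were lower by 0.71 at Pd7 (adjusted p = 0.00122, with 10 of 11 down) and by 0.75 at Pd21 (adjusted p = 8.07e-07, with 10 of 11), and by 0.47 at Pd21 without F1-HHcy replicate 2. At Pd21 granulocyte markers were lower by 1.28 (adjusted p = 0.0357, with 2 of 4 down), no longer past the threshold without F1-Control replicate 1 (-0.67), without F1-HHcy replicate 3 (-1.21), without a filter on low values (-0.53) or with all 18 libraries in 1 model (-0.43), and without a value when F1-HHcy replicate 2 or F1-Control replicate 2 or 3 was left out. Immediate early genes at Pd21 were lower by 0.26 (adjusted p = 0.0357, with 11 of 12 down), which did not pass without F1-HHcy replicate 2 (-0.11) or replicate 3 (-0.21), without a filter (-0.22) or with all 18 libraries in 1 model (-0.23). Without F1-HHcy replicate 1 the fall was larger (-0.44). No technical explanation was tested for these lists, and a diet effect stays open.

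Genes higher at Pd7 followed development less closely. Across the same 13998 genes, the diet effect at Pd7 correlated with the change from Pd3 to Pd7 in controls (r = 0.256), where controls shared by both differences gave -0.243 to -0.142 in simulated data without a diet effect and separate controls 0.0773 to 0.492. The data are consistent with F1-HHcy ovaries ahead of their age at Pd7 as well, as a hypothesis, and a diet effect on the same genes stays open.

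Genes of the Y chromosome were highest in F1-Control replicate 2 at Pd3, which had 0.351 FPKM of Ddx3y, 0.214 of Eif2s3y, 0.167 of Kdm5d and 0.0856 of Uty. The other libraries of Pd3 were at 0 for these genes, whereas Ddx3y stood at 0.0109 to 0.0371 FPKM in the 6 libraries of Pd21 and at 0.00604 in F1-HHcy replicate 1 at Pd7. Xist stood at 54.7 FPKM in that control library and at 88.2 to 95.4 in the other libraries of Pd3, and it was 36.8 in F1-Control replicate 2 at Pd7, where these Y genes were at 0. Male tissue and reads carried over from another library were not tested and stay open.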
